# Chromatin Changes in Phytochrome Interacting Factor-Regulated Genes Parallel Their Rapid Transcriptional Response to Light

**DOI:** 10.3389/fpls.2022.803441

**Published:** 2022-02-17

**Authors:** Eduardo González-Grandío, Simón Álamos, Yu Zhang, Jutta Dalton-Roesler, Krishna K. Niyogi, Hernán G. García, Peter H. Quail

**Keywords:** photomorphogenesis, histone acetylation, transcriptional regulation, phytochrome interacting factor (PIF), chromatin modification and gene reprogramming

## Abstract

As sessile organisms, plants must adapt to a changing environment, sensing variations in resource availability and modifying their development in response. Light is one of the most important resources for plants, and its perception by sensory photoreceptors (e.g., phytochromes) and subsequent transduction into long-term transcriptional reprogramming have been well characterized. Chromatin changes have been shown to be involved in photomorphogenesis. However, the initial short-term transcriptional changes produced by light and what factors enable these rapid changes are not well studied. Here, we define rapidly light-responsive, Phytochrome Interacting Factor (PIF) direct-target genes (LRP-DTGs). We found that a majority of these genes also show rapid changes in Histone 3 Lysine-9 acetylation (H3K9ac) in response to the light signal. Detailed time-course analysis of transcript and chromatin changes showed that, for light-repressed genes, H3K9 deacetylation parallels light-triggered transcriptional repression, while for light-induced genes, H3K9 acetylation appeared to somewhat precede light-activated transcript accumulation. However, direct, real-time imaging of transcript elongation in the nucleus revealed that, in fact, transcriptional induction actually parallels H3K9 acetylation. Collectively, the data raise the possibility that light-induced transcriptional and chromatin-remodeling processes are mechanistically intertwined. Histone modifying proteins involved in long term light responses do not seem to have a role in this fast response, indicating that different factors might act at different stages of the light response. This work not only advances our understanding of plant responses to light, but also unveils a system in which rapid chromatin changes in reaction to an external signal can be studied under natural conditions.

## Introduction

One of the most drastic changes during plant development is deetiolation, the switch from skotomorphogenesis (development in the dark) into photomorphogenesis (development in the light). This change not only implies switching from heterotrophy to autotrophy, but also includes several developmental changes such as reduced hypocotyl elongation, opening of the apical hook and greening of cotyledons (Schafer and Nagy, 2006; Franklin and Quail, 2010). Light signals that trigger deetiolation are perceived by photoreceptors. In Arabidopsis, phytochrome A (phyA) and phyB are the main sensors that regulate early photomorphogenesis (Franklin and Quail, 2010). Upon photoactivation, the active phy is translocated from the cytoplasm into the nucleus where it physically interacts with Phytochrome Interacting Factors (PIFs), inducing their rapid transphosphorylation, ubiquitination and proteasome-mediated degradation of the phy-PIF complex (Bauer et al., 2004; Nagatani, 2004; Al-Sady et al., 2006; Jiao et al., 2007; Bae and Choi, 2008; Pfeiffer et al., 2012; Ni et al., 2013, 2014, 2017). PIFs are a subfamily of bHLH transcription factors, comprising eight members in *Arabidopsis thaliana*. PIF1, PIF3, PIF4, and PIF5 (known as the “PIF quartet”) have a central role in maintaining the transcriptional program that underlies skotomorphogenic development (Leivar et al., 2008; Shin et al., 2009). The quadruple mutant for these four PIFs (*pifq*) displays a phenotype in total darkness that strongly resembles that of normal light-grown wild-type seedlings (Leivar et al., 2008; Shin et al., 2009).

To identify PIF-direct target genes (PIF-DTGs), our group analyzed the genome-wide binding profile of each of the PIF quartet members by Chromatin Immunoprecipitation-sequencing (ChIP-seq), and the corresponding transcriptomic profile of dark-grown wild type, *pifq*, single *pif* and triple *pif* mutants, by RNA sequencing (RNA-seq; Hornitschek et al., 2012; Zhang et al., 2013; Pfeiffer et al., 2014). Integration of both datasets allowed the identification of 338 PIF-DTGs, genes whose promoter region is bound by one or more PIF quartet members at a G-box or PIF Binding Element, and whose transcript levels are misregulated in *pifq* mutant plants grown in the dark (Pfeiffer et al., 2014). General transcriptional reprogramming that results in photomorphogenesis, occurs upon light exposure of dark-grown plants, as a consequence of PIF degradation (Leivar et al., 2009). There is evidence for antagonistic competition between the PIFs and HY5 for G-box binding in the promoter of the *PSY* gene during early light-induced expression (Toledo-Ortiz et al., 2014). However, the initial dynamics of light-induced transcriptional changes of PIF-DTGs as a whole has not been studied.

In eukaryotes, chromatin structure modification is a key factor of transcription regulation (Venkatesh and Workman, 2015). Among the many histone post-translational modifications, acetylation seems to play a major role in this process (Jiang et al., 2020). Histone acetylation, catalyzed by histone acetyltransferases (HATs), has been associated with transcriptional activation, while histone deacetylation by histone deacetylases (HDACs) is linked to transcriptional repression (Pandey et al., 2002). Whether the role of histone modifications in transcriptional regulation is causal or consequential is not well understood (Henikoff and Shilatifard, 2011; Morgan and Shilatifard, 2020). Previous research has established that histone acetylation plays an essential role during photomorphogenesis (Barneche et al., 2014). Transcriptional regulation and development of light-grown plants is greatly altered in Histone 3 Lysine 9 acetylation (H3K9ac) deposition (HAG1/GCN5 and HAF2/TAF1) and removal mutants (HDA19/HD1) (Bertrand et al., 2005; Benhamed et al., 2006; Guo et al., 2008). Recent evidence suggests that PIF-exerted transcriptional regulation might be executed by altering the histone modification landscape. It has been described that PIF1 and PIF3 directly interact with HDA15 in the dark to repress the expression of germination and chlorophyll biosynthesis genes, respectively (Liu et al., 2013; Gu et al., 2017). PIF7 has also been shown to induce H3K9ac deposition on its downstream genes in response to changes in light quality (Peng et al., 2018; Martínez-García and Moreno-Romero, 2020; Willige et al., 2021). HY5, a key photomorphogenesis transcription factor also interacts with HDA15 and decreases histone acetylation of genes involved in hypocotyl elongation during photomorphogenesis to repress their expression (Zhao et al., 2019). Additionally, phyB has been shown to redundantly control chromatin remodeling to inhibit the transcriptional activation of growth-promoting genes by PIFs (Kim et al., 2021). It is still unclear if these factors that control histone acetylation in dark or light-grown plants are also involved in the very initial steps after light exposure that will trigger the photomorphogenesis transcriptional program.

Here, to explore the potential role of chromatin remodeling as an intermediary in light-triggered regulation of PIF-DTGs, we focused on H3K9 acetylation as a mark of transcriptionally active genes. We first identified rapid light-responding PIF-DTGs by comparing the transcriptomic profile of dark-grown seedlings with those of dark-grown *pifq* mutants and dark-grown seedlings after a short red-light treatment. We also profiled genome-wide H3K9ac localization in these plants. We found that the majority of light-responsive PIF-DTGs also showed changes in H3K9ac. We then conducted a detailed time-course analysis of mRNA and H3K9ac levels on selected light-responsive PIF-DTGs. This analysis initially suggested that the relationship between H3K9ac and transcription differs in light-repressed and light-induced PIF-DTGs. Real-time transcription initiation imaging, however, suggests instead that H3K9ac also parallels transcriptional induction in response to light.

## Results and Discussion

### Identification of Rapidly Responding, Light Regulated Phytochrome Interacting Factor-Direct Target Genes

In our previous work, we defined PIF-DTGs as genes that are misregulated in *pifq* mutant plants grown in the dark and whose promoter is bound by any one or more of the PIF quartet proteins [209 PIF-induced and 129 PIF-repressed-DTGs (Pfeiffer et al., 2014)]. In order to identify genes that respond most directly to changes in PIF abundance, we focused on genes whose transcript levels change rapidly in wild-type seedlings after a short exposure to red light, when the PIFs have been almost completely degraded (Bauer et al., 2004; Shen et al., 2005, 2007; Lorrain et al., 2007). For this purpose, we measured genome-wide steady state mRNA levels by RNA-sequencing in “true dark”-grown, wild-type seedlings (D) and in “true dark”-grown seedlings treated for 1 h with red light (R1h). We also measured mRNA levels in seedlings grown in continuous white light (WLc) as a reference expression profile of plants grown during an extended light regimen (Figure 1).

**FIGURE 1:**
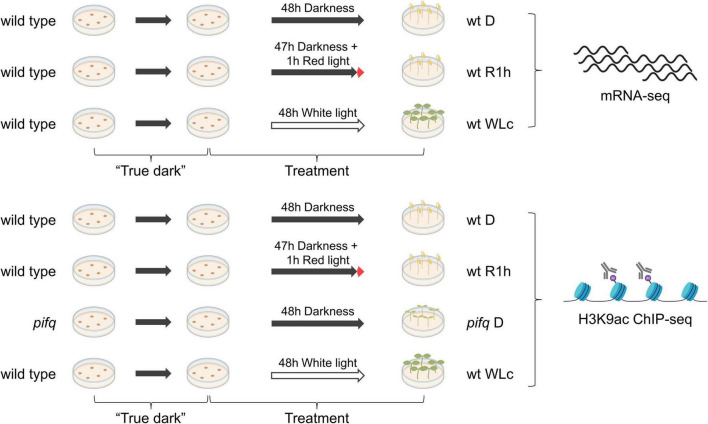
Experimental setup. Wild type or *pifq* seedlings were grown in “true dark” conditions and treated for 2 days before sample collection and processing for mRNA- or H3K9ac ChIP-sequencing (see section “Materials and Methods” for detailed experimental procedures).

An initial analysis of R1h and WLc transcriptional profiles compared to D showed that the large transcriptional reprogramming occurring in WLc (4413 genes are WLc-responsive) could be triggered by a small number of genes that change rapidly in response to the first exposure to light (1085 genes are R1h-responsive). These genes do not necessarily need to be continuously activated or repressed once the transcriptional reprogramming has been initiated, our data showed that only somewhat over half of the genes (58.4%) that change initially in response to light exposure remain in that state after an extended light regime (Figure 2 and Supplementary Datasets 1, 2).

**FIGURE 2:**
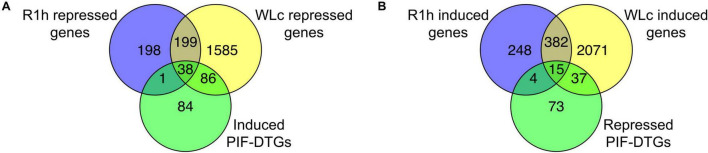
A subset of PIF-DTGs are induced or repressed after a short exposure to red light, and a larger set of genes change expression under continuous white light conditions. **(A)** 39 PIF-induced DTGs are repressed after 1 h of red light, and 86 additional genes are repressed in continuous white light, totaling 125 out of 209 PIF-induced DTGs (60%). **(B)** 19 PIF-repressed DTGs are induced after 1 h of red light, and 37 additional genes are induced in continuous white light, totaling 56 out of 129 PIF-repressed DTGs (43%). Only genes with a statistically significant (FDR < 0.05) two-fold change in expression under different treatments are compared. PIF-DTGs are defined in Pfeiffer et al. (2014) as genes whose promoter region is bound by one or more PIF quartet members at a G-box or PIF Binding Element, and whose transcript levels are misregulated in *pifq* mutant plants grown in the dark.

We then analyzed the response of previously identified PIF-DTGs (Pfeiffer et al., 2014) in R1h and WLc. Surprisingly, after R1h, only 19% PIF-induced PIF-DTGs were repressed, and 15% of the PIF-repressed PIF-DTGs were induced (Figure 2, Supplementary Figure 1, and Supplementary Datasets 3, 4). Previously identified PIF-DTGs that do not change rapidly in response to light could have a slower transcriptional response to PIF degradation, be indirectly regulated by them or could have been misidentified as PIF-DTGs due to non-functional PIF binding resulting in a lack of transcriptional regulation (see below). These possibilities are non-mutually exclusive and seem to be occurring. Using the WLc data, we could identify slower-responding PIF-regulated genes: 60% of PIF-induced PIF-DTGs are repressed in R1h, WLc or in both treatments, and 43% of PIF-repressed PIF-DTGs are induced in R1h, WLc or in both treatments (Figure 2). Still, some PIF-DTGs do not show altered transcription either after R1h or WLc. Their altered transcriptional levels in *pifq* mutants grown in the dark could be caused by indirect effects (they could be downstream targets of PIF-DTGs). Additionally, these genes could represent cases where PIF-binding is non-functional and does not result in transcriptional regulation of the gene downstream of the PIF-binding site, as has been reported for other transcription factors in many ChIP-seq experiments (Biggin, 2011). These results reflect the limitation of using transcriptomic profiling of constitutive mutants in conjunction with genome wide binding assays to identify transcription factor direct target genes, leading to overestimation of the actual number of direct downstream genes. Complementing these studies with short-term response assays (in this case R1h) is essential to narrow down direct targets of transcription factors.

In summary, we have identified PIF-regulated genes whose expression changes very rapidly in response to light. These genes are directly regulated by PIFs and are likely candidates to effect the initial changes downstream of light perception that will trigger the photomorphogenesis developmental plan. For convenience, we will use the term “LRP-DTGs” (for Light Responsive PIF Direct Target Genes) from here on to refer to the newly redefined genes that are PIF-DTGs (bound by PIFs in the dark, have altered mRNA levels in the *pifq* mutants in the dark) that respond rapidly to R1h (Supplementary Dataset 5). Gene ontology enrichment analysis of light-repressed/PIF-induced LRP-DTGs revealed that they are enriched in transcription factors and in proteins known to be involved in red light, far-red light and auxin responses. These genes include *IAA19*, *IAA29*, *PIL1*, *PIL2*, and *HB2*. Light-induced/PIF-repressed LRP-DTGs were also enriched in proteins known to be involved in far-red, red and blue light responses, including genes such as *SPA1*, *RPT2*, *SIGE*, and *LHCB2.4*.

### Chromatin Changes Shortly After Red-Light Exposure

To investigate the possible involvement of rapid chromatin remodeling in the PIF-exerted regulation of LRP-DTGs, we conducted genome-wide profiling of H3K9ac by ChIP-seq in dark-grown wild type and *pifq* seedlings, and R1h-treated wild type seedlings. 

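H3K9ac, a histone mark of transcribed genes, was measured by chromatin immunoprecipitation and sequencing in 2-day-old seedlings. Wild type (wt) was the Columbia-0 ecotype, and pifq carries mutations in PIF1, PIF3, PIF4 and PIF5, the transcription factors that maintain skotomorphogenic growth in darkness. Seedlings were kept in true darkness (D), given red light for 1 h after 47 h of darkness (R1h), or grown in continuous white light (WLc). The sample labels list 3 H3K9ac libraries for each of the 6 combinations of genotype and light, 18 in all, and 6 input libraries, which makes 24 samples. Reads were aligned by the authors with Bowtie2, enriched regions were called with BayesPeak, and differences were tested with DiffBind. The methods name the TAIR9 genome and the submitters' notes TAIR10, which share their chromosome sequences. The authors deposited 1 pooled signal value per peak and combination, in 19435 entries that assign peaks to 17672 genes, and the H3K9ac values given here come from that table. Some peaks, such as that of the genes F3H and AT3G51238, are entered for more than 1 gene. Values over all peaks count each entry. The signal is expressed per bp of peak, and its median over peaks lay between 0.711 in pifq D and 0.723 in wt WLc. Because the replicates are pooled, no SD, n or p can be given and no test was run here. These values alone hold no replicate check of any difference between groups. For wt R1h against wt D, such a check exists in the study's own DiffBind calls, whose list was held in full. The study's lists for wt WLc and pifq D were held only in part. Sequencing depth is unknown, and between 21 and 79 peaks of each combination lie at the floor of their column, the lowest value that it holds. Log2 changes were computed after adding 0.0717 (0.1 of the median of all values) to each signal, which understates the change of peaks with little signal. In counts over all genes, a gene was counted as higher or lower where at least 1 of its peaks differed 1.5-fold or more on this scale. In gene lists, including the LRP-DTGs, each gene was represented by 1 peak, the one with the highest mean signal. Gene lists are described by the median change of their members and by its percentile among 10000 random lists of genes matched on mean signal, as a description of these libraries. R1h, WLc and pifq D were each compared with the same wt D values, so that part of any resemblance between these comparisons may come from the shared column.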

We also profiled H3K9ac in wild type seedlings grown in WLc for comparison as we did for transcriptome profiling (Figure 1). We chose H3K9ac because it is a histone modification that has been shown to be associated with transcriptionally active genes and also involved in long-term transcriptional regulation in continuous white light (Benhamed et al., 2006; Guo et al., 2008; Gates et al., 2017).

We identified H3K9ac peaks in all samples, and differentially quantified them comparing wt D vs. R1h, wt D vs. wt WLc, and wt D vs. *pifq* D. We found that the majority of the H3K9ac peaks mapped slightly downstream of the transcriptional start site region irrespective of light treatment, in concordance with previously published results for genome-wide H3K9ac profiles (Supplementary Figure 2; Charron et al., 2009). 

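H3K9ac lay over the 5′ part of genes. The median peak centre was 400.5 bp downstream of the nearest transcriptional start site (TSS), with quartiles of 261.5 and 590.5 bp. Of the peak centres, 79.8% lay from 0 to 1000 bp downstream of a TSS and 12.1% lay upstream of it. At SPA1, which encodes a partner of the COP1 ubiquitin ligase, the peak covered 168 bp upstream of the TSS and reached 929 bp downstream. The peak of CKX5, a cytokinin oxidase gene, extended from 109 to 1210 bp downstream, and that of IAA19, an auxin response repressor, from 98 to 1349 bp. At HB2, a homeodomain gene of the shade response, it reached from 6 bp upstream of the TSS to 1663 bp downstream. Weighted by signal, the median distance was 408.5 bp in wt D, 406.5 bp in wt R1h, 400.0 bp in wt WLc and 401.5 bp in pifq D. TSSs were taken from the TAIR10.1 annotation, which holds 99.5% of the genes of the table, and 99.7% of peaks overlap the body of their assigned gene in it. For 81.3% of peaks, the assigned gene was also the one with the TSS nearest to the peak centre. The table lists 1 set of peaks for every group, so these distances differ between groups only through the signal.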

In dark-grown *pifq*, 7089 genes had statistically significantly higher H3K9ac levels than in wild type, while 900 genes had statistically lower H3K9ac levels (Supplementary Dataset 6). 

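Of the loci mutated in pifq, PIF3 had a signal of 1.02 in wt D and 0.214 in pifq D, and PIF1 had 0.964 and 0.557. PIF4 had 0.617 and 0.907, and PIF5 had 0.683 and 0.671. H3K9ac over a mutated gene need not report on its function, so these values do not check the genotype. In dark-grown pifq, many genes of photosynthesis carried more H3K9ac than in wt D, and some shade-responsive transcription factor genes and ethylene genes carried less. LHCB1.1, an antenna protein of photosystem II, had a signal of 0.059 in wt D and 0.434 in pifq D, a log2 change of 1.95. The log2 change was 1.70 at LHCB1.4, 1.44 at LHCB3 and 1.41 at LHCA4, other antenna genes. GUN5, a subunit of magnesium chelatase in chlorophyll synthesis, was higher by 1.12, and PSBP1, of the oxygen-evolving complex, by 1.18. Of the Calvin-Benson cycle, the aldolase gene FBA1 was higher by 1.70 and GAPA by 1.22. The B-box gene BBX25 was higher by 2.37, the plastid sigma factor SIGE by 1.49 and the GATA factor CGA1 by 1.12, but of 38 photoreceptor and light-signalling genes 2 were at least 1.5-fold higher and 4 lower. CHIL, of flavonoid synthesis, was higher by 1.57. QQS was at the floor of its column in wt D and had a signal of 0.854 in pifq D. Among lower genes, the bHLH gene PIL1 had a log2 change of −2.33 and BBX23 one of −2.25. ASY3, the neighbour of PIL1, had −2.97. HFR1, which encodes an atypical bHLH protein, had 1.07 in wt D and 0.290 in pifq D. ACS8 and ACS5, both of ethylene synthesis, had −1.28 and −0.98, and YUC2, of auxin synthesis, had −1.07. UPB1 and FLP1 each had a log2 change of −2.11, and the aquaporin gene TIP2;3, a root marker, had −1.32. Altogether, 1041 genes were at least 1.5-fold higher in pifq D than in wt D and 906 were at least 1.5-fold lower, so that 53.5% of the genes beyond this limit were higher. This balance depends on the processing. With quantile normalization 733 genes were higher and 935 lower (43.9% higher), and with a pseudocount of 1 the counts were 16 and 28. Scaled to reference genes, the counts were 1473 and 651 (69.4% higher), and the median log2 change of all peaks was 0.125. In alternatives added after the data were seen, the counts were 1313 and 1117 with no pseudocount, and 2232 and 709 (75.9% higher), with a median of 0.199, with no pseudocount and the constant that separates the study's fold changes from the deposited values. LHCB1.1 is a near-identical copy of its neighbours, and short reads can be split between such copies.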

In WLc samples, 6797 genes had higher H3K9ac levels and 2505 genes had lower levels (Supplementary Dataset 7). These data are consistent with a change in the chromatin profile associated with photomorphogenic-like development in dark-grown *pifq* plants, where light-responsive genes become activated in the dark in the absence of the PIF quartet. 

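In continuous white light, many of the antenna, Calvin-Benson and flavonoid genes with a peak carried more H3K9ac than in darkness, and some genes of ethylene and auxin responses carried less. The log2 change was 2.62 at LHCB1.1, 2.09 at LHCB1.2 and 1.66 at LHCB2.1. FBA1 was higher by 2.58 and GAPA by 1.74. The plastid sigma factor SIGE was higher by 2.66 and the GATA factor CGA1 by 2.19. F3H, an enzyme of flavonol synthesis, was higher by 2.31, and MYB12, which activates flavonol genes, was at the floor in wt D and had a signal of 0.717 in wt WLc. PIF7, a phytochrome interacting factor outside the quartet, was also at the floor in wt D and reached 0.875 in wt WLc. XTH6, of cell wall remodelling, was at the floor in wt D and had 0.856 in wt WLc. HAF2, a histone acetyltransferase gene, had 0.203 in wt D and 0.533 in wt WLc, a log2 change of 1.14. Of the genes that were lower, OLEO3, a seed oil body protein gene, had a log2 change of −3.73, ACS8 of −2.62 and ACS5 of −2.12. FLP1 had a signal of 0.915 in wt D and was at the floor in wt WLc. PIL1 had −2.06, XTR7, a xyloglucan transferase gene, −1.82, and the auxin response genes IAA6 and SAUR19 had −1.64 and −1.19. HFR1 had −1.28 and the gibberellin synthesis gene GA3OX1 had −0.75. Markers of single cell types differed too. Of 7 root markers with a peak, 5 were at least 1.5-fold lower in wt WLc and 0 higher, with a median of −0.89, and TIP2;3 had −2.00. The 3 stomatal lineage markers with a peak, SPCH, TMM and STOMAGEN, were each higher, with a median of 1.06. In total, 1571 genes were at least 1.5-fold higher in wt WLc and 1263 were lower (55.4% higher), but quantile normalization gave 1217 higher and 1384 lower (46.8% higher). Scaling to reference genes gave 2303 and 877 (72.4% higher) and a median of all peaks of 0.164, dropping the pseudocount gave 1839 and 1455, and dropping it and adding the study's constant gave 2404 and 1167 (67.3% higher) and a median of 0.124, the latter 2 settings being added after the data were seen.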

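Many photosynthesis genes had more H3K9ac than in wt D both in dark-grown pifq and in white-light-grown wild type, and some shade-responsive transcription factor genes had less in both. Of 21 light-harvesting complex genes, 13 were at least 1.5-fold higher in pifq D and 0 were lower, with a median log2 change of 0.84, and the median in wt WLc was 1.32. Of 31 photosystem and electron transport genes, 13 were higher in pifq D (median 0.55) and 21 in wt WLc (median 0.77), with 0 lower in either. Of 14 Calvin-Benson genes, 4 were higher in pifq D (median 0.55) and 11 in wt WLc (median 0.83). PORC, a protochlorophyllide oxidoreductase gene, had log2 changes of 0.60 in pifq D and 0.85 in wt WLc, and the 27 genes of tetrapyrrole and chlorophyll synthesis had medians of 0.20 and 0.22. GLK1, a transcription factor gene of chloroplast development, had 0.59 in pifq D and 0.73 in wt WLc, and the 10 regulators of plastid development had medians of 0.36 and 0.48. Of 11 shade and PIF-induced transcription factor genes, 3 were at least 1.5-fold lower in pifq D and 4 in wt WLc, with medians of −0.26 and −0.43. Of 12 ethylene genes, 4 were lower in pifq D and 5 in wt WLc, with medians of −0.25 and −0.30. A list for heat, touch and wounding was about as low in pifq D, with 14 of 16 genes below 0, so medians of this size are not particular to shade and ethylene genes there. The study's constant, 0.205 in log2 for pifq D, is close in size to the shade and ethylene medians in pifq D. Adding it would take away most of both medians. Flavonoid genes differed in size between the comparisons, with a median over the 9 genes with a peak of 0.26 in pifq D and 1.56 in wt WLc. Of 17 carotenoid genes, 1 was higher in pifq D and 4 in wt WLc, with medians of 0.06 and 0.15, and PSY, which encodes phytoene synthase, had 0.52 and 0.57. Of 42 auxin genes, 7 were lower in pifq D and 11 in wt WLc, but the median in pifq D, −0.08, was above 0 when scaled to reference genes or with the study's constant. Of 22 gibberellin and brassinosteroid genes, 1 was lower in pifq D and 6 in wt WLc. Of 22 cell wall expansion genes, 3 were higher and 1 lower in pifq D, and 5 higher and 2 lower in wt WLc. Root markers were also lower in pifq D (4 of 7 by at least 1.5-fold, median −0.62), and stomatal lineage markers higher (3 of 3, median 0.75). Among matched random lists, the light-harvesting, photosystem, Calvin-Benson, tetrapyrrole and plastid medians lay at percentile 99.86 or above in both comparisons, the shade and ethylene medians at 0.44 or below, and in pifq D the flavonoid median lay at 96.1 and the carotenoid median at 94.5. The paper regards its H3K9ac data as compatible with a chromatin profile of photomorphogenic-like development in dark-grown pifq, in which light-responsive genes become active in darkness when the PIF quartet is absent.

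**Figure D1:**
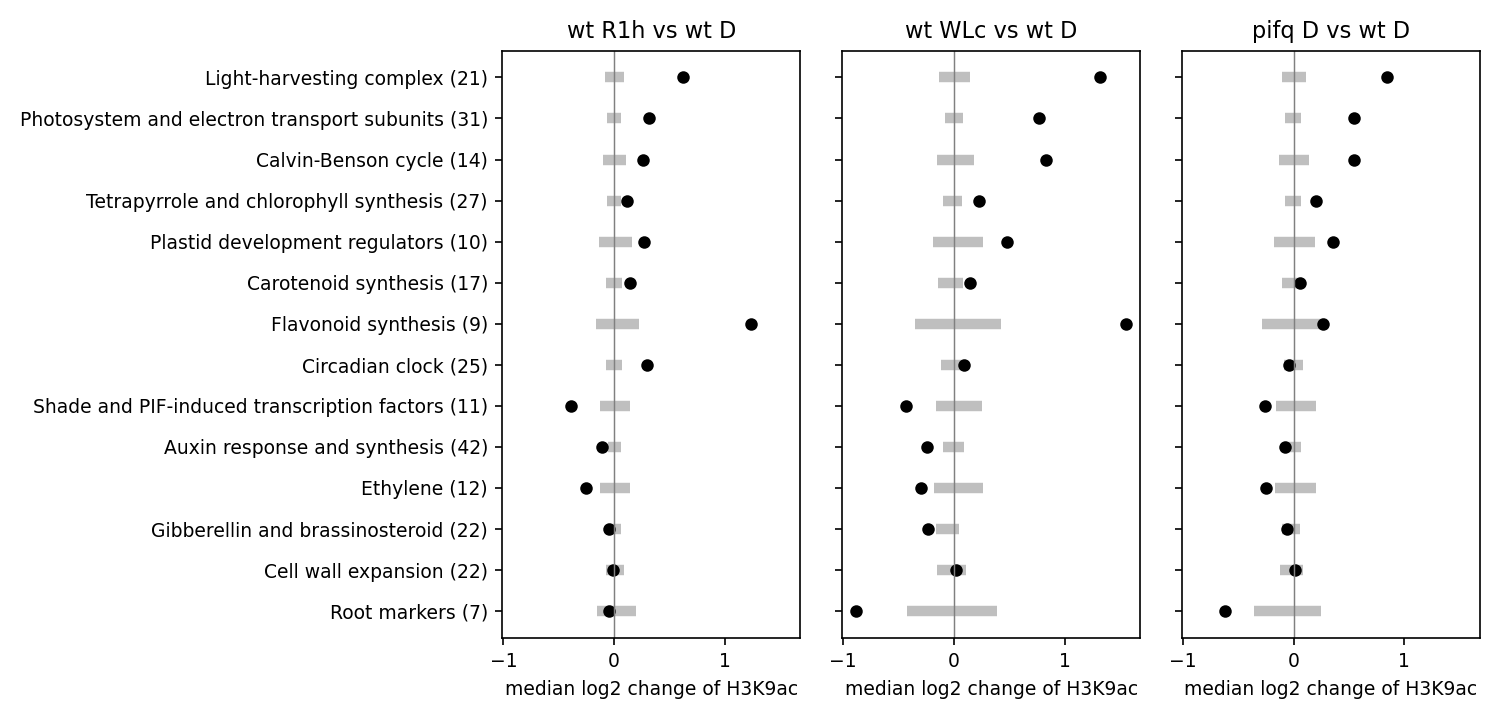
Median log2 change of H3K9ac (x axis) of 14 gene lists (y axis, number of genes with a peak in parentheses) in wt R1h, wt WLc and pifq D, each against wt D. Points are list medians and grey bars the central 95% of 10000 matched random lists. The light-harvesting genes lie at 0.63, 1.32 and 0.84, beyond the bar in each panel. The signs of the auxin, gibberellin and circadian points in the pifq D panel, and of the cell wall point in the wt R1h panel, depend on the scaling.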

In fact, clustering analysis revealed that the H3K9ac profile of *pifq* D is more similar to that of WLc-grown wild type than to dark-grown wild type or R1h-treated (Supplementary Figure 3).

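Across all peaks, the H3K9ac profile of pifq D was closer to that of wt WLc than to those of wt D and wt R1h. Pearson's r of the log2 signals was 0.869 between pifq D and wt WLc, 0.770 between pifq D and wt D and 0.763 between pifq D and wt R1h. At LHCB1.4, the signal was 0.652 in pifq D and 0.841 in wt WLc, against 0.151 in wt D and 0.468 in wt R1h. MYB61, a MYB factor gene, had 0.255 in pifq D and 0.213 in wt WLc, against 0.664 in wt D and 0.682 in wt R1h. The reverse held for the clock gene RVE8, which had 0.448 in pifq D and 0.433 in wt D, against 0.878 in wt R1h and 0.752 in wt WLc. BEE3, a bHLH gene of brassinosteroid responses, had 0.667 in pifq D, 0.752 in wt WLc, 0.760 in wt D and 0.220 in wt R1h. Average-linkage clustering of these 4 profiles joined pifq D with wt WLc and wt D with wt R1h. With all 6 groups, pifq D joined pifq R1h first (r 0.922) and wt WLc joined pifq WLc (0.929), and these 4 joined each other before wt D and wt R1h. The lowest r among the wild-type profiles, 0.559, was between wt D and wt WLc. Peaks are not independent replicates, so these correlations carry no p.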

After 1 h of red light, 995 genes had statistically significant higher H3K9ac levels than in dark-grown seedlings while 327 genes had lower H3K9ac (Supplementary Dataset 8). These results indicate that H3K9ac modification occurs only in a small fraction of light-regulated genes initially after light-exposure, as is the case for mRNA levels. 

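After 1 h of red light, some genes of flavonoid synthesis, light harvesting and the circadian clock carried more H3K9ac, and some ethylene and shade-response genes carried less. F3H, of flavonol synthesis, had a signal of 0.043 in wt D and a log2 change of 3.35, in a peak that is also assigned to the overlapping gene AT3G51238. Of 15 flavonoid genes 9 have a peak, and of these 7 were at least 1.5-fold higher and 0 lower (median 1.23), including CHIL (1.86), 4CL3 (1.73) and FLS1 (1.56). The clock gene PRR9 had 0.040 in wt D and 0.959 in wt R1h, and GI, CDF1 and RVE8 were higher by 0.85, 1.03 and 0.91. Of 25 circadian clock genes, 8 were higher and 0 lower (median 0.30). Of the light-harvesting genes, 11 were higher and 0 lower, with 1.86 at LHCB1.1 and 1.27 at LHCB1.4, and of the photosystem genes 7 were higher, including PSBS (0.85), of photoprotection. The Calvin-Benson genes had a median of 0.26, with 1.91 at FBA1, and the tetrapyrrole genes had 0.12, with 0.99 at GUN5. SIGE was higher by 3.23 and HY5, a bZIP factor gene of photomorphogenesis, by 0.72. GA2OX1, which inactivates gibberellins, was higher by 2.30, the microRNA gene MIR163 by 2.22 and CGLD27 by 1.92. The prenyltransferase gene cPT4 was at the floor in wt D and had 0.813 in wt R1h. Of 38 photoreceptor and light-signalling genes, 9 were higher and 4 lower (median 0.06). Among lower genes were ACS8 (−1.94) and the ethylene receptor genes ETR2 (−1.42) and ERS1 (−0.62), and the ethylene list had a median of −0.25 with 3 genes lower. The shade and PIF-induced transcription factor genes had a median of −0.39, with 4 of 11 at least 1.5-fold lower, among them PIL1 at −1.50, BEE3 at −1.51 and PAR1 at −0.73. BBX23 had −1.80 and FLP1 −1.37, and ASY3, next to PIL1, had −2.91. ACS8, BBX23, ASY3 and 4CL3 are not among the genes that the study's own test called in R1h (Supplementary Dataset 8, held in full). Auxin genes had a median of −0.11 (percentile 0.01), with 31 of 42 below 0. Their differences were small, with 0 of 42 at least 1.5-fold lower and 1, SAUR14, at least 1.5-fold higher. Of 3 stomatal lineage markers 2 were higher (median 0.66), while 0 of 7 root markers were beyond the limit (median −0.04, percentile 27.2). The counts over all genes were 806 genes at least 1.5-fold higher and 163 lower (83.2% higher). Quantile normalization, which makes the columns equal in distribution, gave 480 and 327 (59.5% higher). The flavonoid, clock and light-harvesting medians lay at percentile 100.0 of matched random lists, the light-signalling median at 98.1 and the ethylene median at 0.02.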

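Most genes whose mRNA responds to 1 h of red light had H3K9ac differences below 1.5-fold, but most of those with a peak differed in the direction of their mRNA. Supplementary Dataset 1 lists 649 genes with induced mRNA, of which 570 have a peak. At 195 of them (34.2%) H3K9ac was at least 1.5-fold higher in wt R1h, and at 0 it was lower, with a median log2 change of 0.39. Of the 570, 535 were above 0. EXPA15, an expansin gene, had 0.74, PSY had 0.23 and GNC, a GATA factor gene of chloroplast development, had 0.42. Of the 436 genes with repressed mRNA, 350 have a peak, of which 46 (13.1%) were at least 1.5-fold lower and 0 higher. Their median was −0.225, and 305 of the 350 were below 0. BAS1, an enzyme gene of brassinosteroid inactivation, had −0.56 and HLS1, of apical hook formation, 0.877 in wt R1h against 1.03 in wt D. These shares take 1 peak per gene, and counted in the same way 4.02% of all genes with a peak were higher or lower by at least 1.5-fold in wt R1h. These mRNA lists were chosen by the study on separate RNA libraries, not on H3K9ac.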

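Counting any peak of a gene, H3K9ac differed from wt D by at least 1.5-fold at 16.0% of genes in wt WLc and 5.48% in wt R1h. With 1 peak per gene, the shares were 13.3% and 4.02%. Genes with induced mRNA after 1 h of red light had a median log2 change of 0.36 in wt WLc, with 214 higher and 18 lower, and genes with repressed mRNA had −0.28, with 100 lower and 9 higher. Some genes had their highest wild-type signal in wt WLc. CGA1 had 0.067 in wt D, 0.216 in wt R1h and 0.562 in wt WLc, and LHCB2.1 had 0.121, 0.271 and 0.537. CDF1, a repressor of flowering, had 0.209, 0.502 and 0.697. Other genes had their highest signal after 1 h of red light. ELIP1, of photoprotection, had 0.157 in wt D, 0.749 in wt R1h and 0.159 in wt WLc, and HY5 had 0.559, 0.965 and 0.586. GI had 0.393, 0.767 and 0.328. Across all peaks, the log2 changes of wt R1h and wt WLc had a Pearson's r of 0.639, part of which may come from the wt D values that both share.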

H3K9ac levels change in a larger number of genes as light-exposure is sustained over longer periods, in a similar fashion to transcriptional changes. In every condition tested, H3K9ac levels generally correlated with mRNA levels (Pearson’s correlation, *r* = 0.68 for *pifq* vs. D, *r* = 0.67 for R1h vs. D and *r* = 0.8 for WLc vs. D), for genes with a statistically significant two-fold (or greater) change in mRNA and H3K9ac levels (Supplementary Figure 4).

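Genes with higher mRNA after red light tended to have higher H3K9ac, and genes with lower mRNA tended to have lower H3K9ac. Of the genes with at least a 2-fold difference in mRNA (Supplementary Dataset 1), 89 were called for H3K9ac by the study (Supplementary Dataset 8) and had at least a 2-fold H3K9ac difference after the pseudocount was added. Across these genes, Pearson's r between the log2 changes was 0.746 and Spearman's rho 0.551. Over the 920 listed genes with a peak, whatever the size of their H3K9ac difference, r was 0.754 and rho 0.797. With no pseudocount, an alternative added after the data were seen, 123 genes qualified instead of 89, and their r was 0.666. LHCB2.4, an antenna gene, had a log2 H3K9ac change of 0.63, beside the paper's mRNA value of 1.72, and the transporter gene ABCG22 had 0.66, beside the paper's 1.65. FHL, a regulator of phytochrome A transport into the nucleus, had −1.06 for H3K9ac, and the paper's mRNA value is −2.14. RTFL21 had −0.75, and the paper's mRNA value is −4.27. Induced and repressed genes are pooled, so a shared direction contributes to these correlations, and whether the sizes agree among the induced or among the repressed genes alone was not tested. The correlations are across genes, which are not independent replicates, and carry no p. The mRNA comparisons of pifq D and wt WLc were not analysed here for all genes.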

To explore whether the PIF quartet are involved in the rapid red-light-induced chromatin changes, we focused our analysis of H3K9ac changes in LRP-DTGs in dark-grown *pifq* mutants, and in R1h-exposed wild type samples. We found that a high proportion of LRP-DTGs undergo H3K9ac changes that are associated with red-light induced PIF degradation (Figure 3A and Supplementary Dataset 5, 46 out of 58 LRP-DTGs show H3K9ac changes in either R1h, *pifq*, or in both). In addition, the correlation between H3K9ac and mRNA levels was slightly higher when only LRP-DTGs were considered (Pearson’s correlation, *r* = 0.68 for *pifq* vs. D, *r* = 0.81 for R1h vs. D and *r* = 0.86 for WLc vs. D, Supplementary Figure 5). 

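Nearly all LRP-DTGs with a peak differed in H3K9ac in the direction of their mRNA, but many by less than 1.5-fold. Of the 58 LRP-DTGs, 51 have a peak in the table. IAA29 and PIL2 are among the 7 without one. Of 17 light-induced LRP-DTGs with a peak, 17 were above 0 in wt R1h, 8 of them by at least 1.5-fold (median 0.54), and 13 were above 0 in pifq D, 6 of them by at least 1.5-fold (median 0.31). Of 34 light-repressed LRP-DTGs with a peak, 34 were below 0 in wt R1h, 16 of them by at least 1.5-fold, and 34 were below 0 in pifq D, 19 of them by at least 1.5-fold (median −0.62). The signs of small differences in pifq D depend on the scale, and with no pseudocount and the study's constant 15 light-induced genes were above 0 and 32 light-repressed genes below 0. With 1 peak per gene, 24 LRP-DTGs were beyond 1.5-fold in wt R1h, 25 in pifq D, 18 in both and 31 in either. The last count was 19 with a pseudocount of 0.358 and 6 with a pseudocount of 1. Without the peaks with the lowest mean signal it was 9, but only 28 of the 51 genes then keep a peak. With a 2-fold limit, an alternative added after the data were seen, it was 15. SAUR14, a small auxin-induced gene, had log2 changes of 0.68 in wt R1h and 1.00 in pifq D. EXO70H4, of vesicle tethering, was higher in wt R1h (0.42) but had −0.48 in pifq D, and ABCG22 had −0.44 in pifq D. HSD5, of the light-repressed group, had −1.74 and −1.39, XTH33, a cell wall gene, −0.76 and −0.56, and ST2A had 1.07 in wt D, 0.509 in wt R1h and 0.354 in pifq D. IBH1, a bHLH repressor of growth, had −0.22 in wt R1h and −0.84 in pifq D. The 20 PIF-DTGs whose mRNA goes opposite ways in R1h and pifq, of which 19 have a peak, had medians of 0.04 and −0.22. Among them, ELIP2 had 1.58 and −0.48, and GASA6 had 0.03 and 0.79. Of the wider set of PIF-DTGs (Supplementary Dataset 3), 156 PIF-induced genes with a peak had a median of −0.15 in wt R1h and −0.41 in pifq D, with 21 and 53 lower, and 104 PIF-repressed genes had 0.08 and 0.14, with 15 and 23 higher. The LRP-DTGs were chosen by the study on mRNA and PIF binding, and wt R1h and pifq D share the wt D column.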

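Across the LRP-DTGs, H3K9ac tended to differ in the same direction as mRNA in wt R1h and in pifq D. Over the 37 LRP-DTGs for which the study gives an H3K9ac value in R1h, Pearson's r between the log2 changes was 0.920 and Spearman's rho 0.833. Over the 40 for which it gives one in pifq, r was 0.826 and rho 0.690. Over the LRP-DTGs with a peak, r was 0.872 and rho 0.859 in R1h, and 0.765 and 0.673 in pifq. HB52, a homeodomain gene, had a log2 H3K9ac change of −1.27 in pifq D, beside the paper's mRNA value of −1.03. SPA1 had 1.05 in wt R1h and 0.07 in pifq D, beside the paper's mRNA values of 3.55 and 1.06. ACS5 had −0.55 in wt R1h, and the paper's mRNA value is −2.04. GRF2, a growth-regulating factor gene, had −0.57 and −0.39, beside −2.00 and −1.68 in the paper's mRNA. Light-induced and light-repressed genes are pooled, so their opposite directions contribute to these correlations. Whether the sizes agree within either group was not tested. The mRNA values are the paper's, the H3K9ac values those of the deposited table, and no p is given because genes are not replicates.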

In summary, these results show that H3K9ac changes occur in the majority of LRP-DTGs, in either R1h or *pifq*, suggesting that it could be a key regulatory factor in their transcriptional regulation.

**FIGURE 3:**
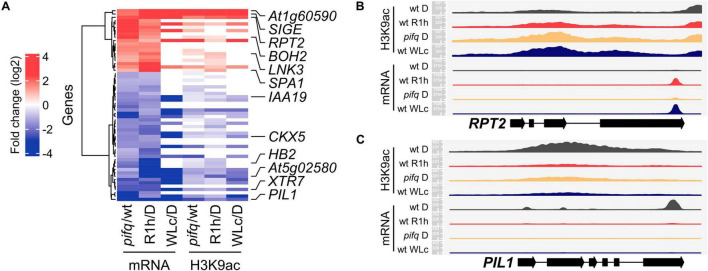
H3K9ac levels change in light-responsive PIF-DTGs (LRP-DTGs) both in *pifq* and in response to red light. **(A)** Heat-map showing the changes in mRNA and H3K9ac levels comparing dark-grown pifq versus wild type, red-light treated (R1h) versus dark-grown wild type (D), and continuous white light-grown (WLc) vs. dark grown wild-type seedlings. All the PIF-DTGs that showed statistically significant two-fold change in mRNA levels in the same direction in pifq vs. wt and R1h vs. D are shown. Six light-induced/PIF-repressed and six light-repressed/PIF-induced genes for further analyses are highlighted. **(B)** Read mapping profile of H3K9ac ChIP-seq and RNA-seq in RPT2, a light-induced LRP-DTG. **(C)** Read mapping profile of H3K9ac ChIP-seq and RNA-seq in PIL1, a light-repressed LRP-DTG. For each gene, 1000 bp upstream and 250 bp downstream of their representative transcript are shown. Read count is scaled independently for each gene, and for mRNA and H3K9ac levels. RNA-seq data from pifq seedlings and their corresponding wild-type control were obtained from Zhang et al. (2013). Note that RNA-seq was performed on 3′-end purified mRNA.

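RPT2 carried more H3K9ac in red light, in white light and in dark-grown pifq than in dark-grown wild type, and PIL1 carried less in each. RPT2 (AT2G30520), whose product acts with the phototropins in blue light responses, had a signal of 0.188 in wt D, 0.763 in wt R1h, 0.798 in wt WLc and 0.538 in pifq D. PIL1 (AT2G46970), a bHLH gene close to the PIFs, had 0.929 in wt D, 0.282 in wt R1h, 0.168 in wt WLc and 0.128 in pifq D. RPT2 lies on the minus strand of chromosome 2 from 13002686 to 13005746 in TAIR10.1, and its peak from 13003498 to 13006546. That peak reaches from 800 bp upstream of the TSS to 2248 bp downstream, with 26.2% of its length upstream of the gene, 5.67% in the 5′ UTR, 39.5% in coding sequence and 19.5% in introns. PIL1 lies on the minus strand of the same chromosome from 19295431 to 19297858, and its peak, from 19295949 to 19297850, starts 8 bp downstream of the TSS and ends 1909 bp downstream. Of the PIL1 peak, 48.7% is coding sequence, 37.0% intron and 9.04% 5′ UTR. Within 3000 bp upstream of the TSS, RPT2 has 1 G-box (CACGTG), the hexamer bound by PIFs, at 1054 bp, and PIL1 has 3, between 1091 and 1220 bp. The neighbouring gene ASY3 is assigned a separate peak from 19299643 to 19300350, where the signal was 0.773 in wt D and 0.041 in wt R1h.

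**Figure D2:**
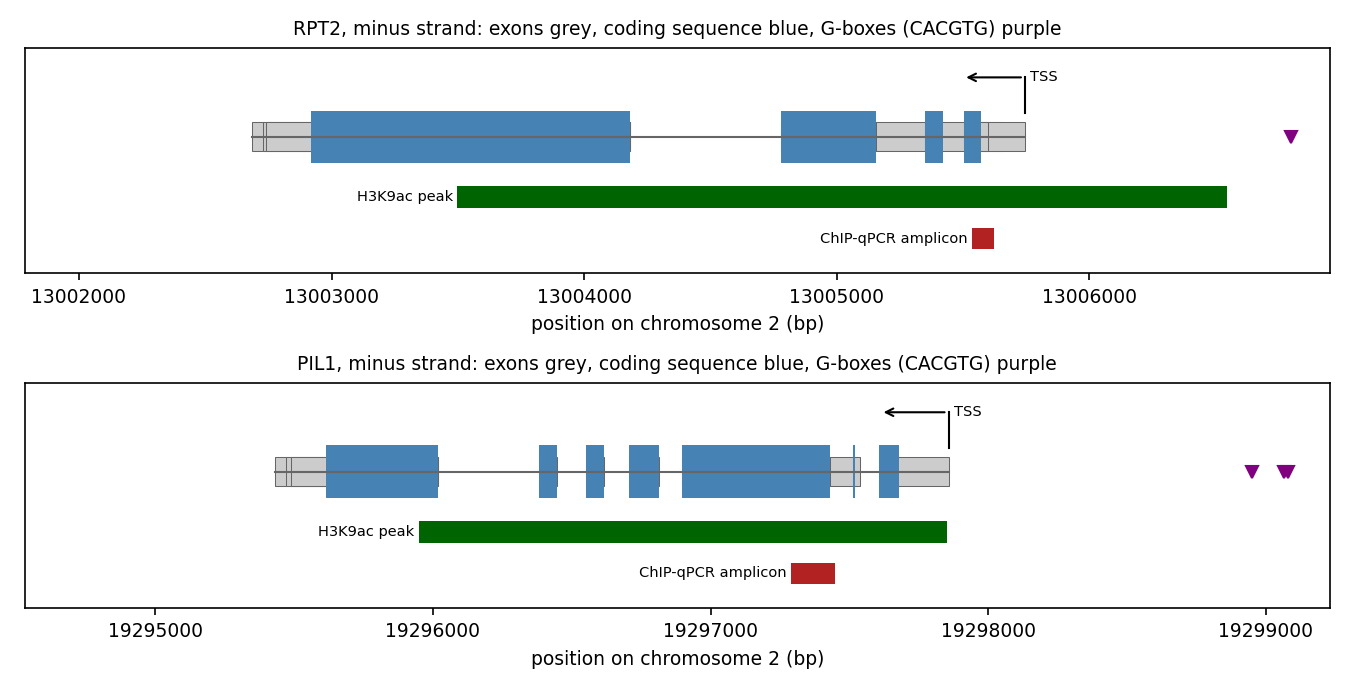
Maps of RPT2 and PIL1 on chromosome 2 (x axis, position in bp), with exons in grey, coding sequence in blue, the H3K9ac peak in green, the ChIP-qPCR amplicon in red and G-boxes in purple. The RPT2 peak extends 800 bp upstream of the TSS, while the PIL1 peak begins 8 bp inside the gene.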

### H3K9 Deacetylation Parallels Light-Triggered Transcriptional Repression and Apparently Precedes Transcriptional Induction

Given the close parallel between the transcriptional and chromatin responses, we approached the question of whether this represents a causal relationship by performing concurrent time-course analysis of the light-induced responses in these two parameters. For this purpose, we selected six PIF-induced/light-repressed LRP-DTGs (*PIL1*, *XTR7*, *HB2*, *CKX5*, *IAA19*, and *At5g02580*) and six PIF-repressed/light-induced LRP-DTGs (*RPT2*, *SIGE*, *LNK3*, *SPA1*, *BOH2*, and *At1g60590*), based on the extent of their changes in mRNA and H3K9ac levels in the genome-wide experiments, and on their potential key roles in red-light responsiveness based on their molecular function (Figures 3B,C, Supplementary Figure 6, and Supplementary Table 1).

We first confirmed the results of the genome-wide analysis by measuring changes in H3K9ac levels in these 12 genes in response to R1h by ChIP-qPCR (Supplementary Figure 7). We then performed a detailed time-course analysis of the rapid changes in mRNA and H3K9ac levels over the 1-h period following initial light exposure. We measured both parameters by RT-qPCR and ChIP-qPCR in the 12 selected LRP-DTGs after a saturating red-light pulse. Highly variable mRNA and H3K9ac levels at the *CKX5* locus precluded any firm conclusions for this gene (Supplementary Figure 8). In broad terms, H3K9ac and mRNA levels were correlated (Supplementary Figure 9, Pearson’s correlation, *r* = 0.81). A more detailed analysis showed that most of the PIF-induced/light-repressed LRP-DTGs display rapid decreases in H3K9ac levels in response to red-light treatment, in parallel with the decrease in mRNA levels, declining sharply 5 min after the red-light pulse (Figures 4A,B). A converse pattern can be seen for the PIF-repressed/light-induced LRP-DTGs, where an increase in both mRNA and H3K9ac levels is detected shortly after red-light exposure (Figures 4C,D). However, in this case H3K9ac increase seems to occur earlier than mRNA induction, with detectable H3K9ac changes occurring around 10 min after the red-light pulse, while the mRNA increase happens 20 min after the red-light pulse (Figures 4B,D and Supplementary Figure 10).

**FIGURE 4:**
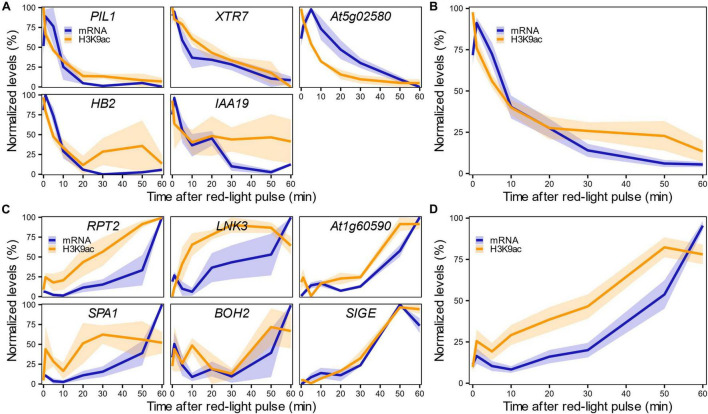
H3K9ac changes in LRP-DTGs parallel the rapid transcriptional response in light-repressed LRP-DTGs, and apparently precede transcription in light-induced LRP-DTGs. H3K9ac and mRNA changes measured by ChIP-qPCR and RT-qPCR in light-repressed **(A)** and light-induced **(C)** LRP-DTGs after a saturating red-light pulse. Averaged mRNA and H3K9ac levels for each group of genes are shown in **(B,D)**, respectively. Data were re-scaled to the minimum and maximum mRNA/H3K9ac values for each gene. Each colored line represents the averaged mRNA/H3K9ac levels at each time point and the shaded band represents the standard error of the mean (*n* = 3).

These results suggest that H3K9ac deposition is necessary to initiate transcription, while its removal instantly triggers a reduction in steady state mRNA levels. It is also possible that this observed delay in transcription is caused by the fact that we are measuring steady-state levels of processed mRNA by RT-qPCR, and while this technique accurately measures mature mRNA levels of genes expressed in the dark (i.e., light-repressed LRP-DTGs), it might not capture the exact moment of light-induced LRP-DTGs transcriptional initiation.

### Real-Time Transcription Imaging Reveals an Earlier Timing of Light-Induced Transcription Initiation

In order to accurately measure a more continuous transcriptional readout and pinpoint the exact time of transcription initiation in response to light we generated several reporter lines. We first tested if we were able to recapitulate light-induced transcriptional initiation in transgenic lines expressing luciferase under the control of the *RPT2* promoter, a light-induced LRP-DTG (*pRPT2:LUC* lines). We chose *pRPT2* as it showed a strong and robust response to light in all our previous experiments. However, we were not able to detect any significant change in luminescence between *pRPT2:LUC* lines grown in the dark and after R1h treatment (Supplementary Figure 11A). This absence of response was not due to *pRPT2* lacking light/PIF responsive elements, as we could detect a large luminescence increase when we transformed this reporter into *pifq* background (Supplementary Figure 11B). It is likely that protein reporters that require transcription and translation in order to be measurable are not able to capture these short-term responses.

We then generated reporter lines in which we could measure mRNA transcription in real time (Supplementary Figure 12). The *RPT2* promoter was used to drive transcription of a mRNA tagged in its 5′ with a PP7 sequence recognized by a co-expressed GFP-tagged PP7 phage coat protein, enabling identification of nascent mRNA as fluorescent puncta (*pRPT2:PP7* – Supplementary Figure 12; Larson et al., 2011; Alamos et al., 2021). Imaging of dark-grown *pRPT2:PP7* lines exposed to light was able to recapitulate light-induced transcriptional initiation (Figure 5A). We measured real-time mRNA production in four independent *pRPT2:PP7* transgenic lines and we observed that transcription begins approximately 10 min after light exposure, slightly earlier than the increase in steady-state *RPT2* mRNA levels we detected by RT-qPCR (Figure 5B). The timing of transcription initiation coincides with the increase in H3K9ac levels observed by ChIP-qPCR (Figure 4C). Together, these results suggest that transcription initiation is accompanied by H3K9 acetylation, and within the time resolution limitations of our experiments, could indicate that they are intertwined processes. Development of more advanced techniques that measure chromatin changes with higher spatiotemporal resolution is required to better understand its relationship with transcriptional control.

**FIGURE 5:**
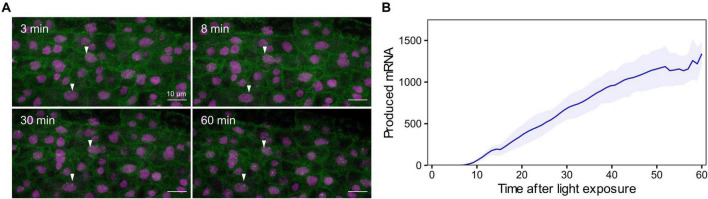
Single cell real-time transcription reveals an earlier start of light-induced *RPT2* transcription. **(A)** Maximum projection snapshots of *pRPT2:PP7* plants grown in true-dark conditions for 2 days. The time stamp indicates the time elapsed since the seedlings were exposed to light. Arrowheads point to the appearance of transcription spots. **(B)** Mean produced mRNA calculated as the integrated spot fluorescence over time. The colored line represents the average mRNA level and the shaded band represents the standard error of the mean. Data obtained from 2 to 5 technical replicates of four independent *pRPT2:PP7* transgenic lines are represented.

### H3K9ac Writers and Erasers Involved in Long-Term Light Responses Do Not Participate in Global Fast Transcriptional Changes in Response to Light

It has been previously reported that the transcriptional program of light-grown plants is disrupted in mutants for H3K9ac deposition (HAG1/GCN5 and HAF2/TAF1) and removal (HDA19/HD1) (Bertrand et al., 2005; Benhamed et al., 2006; Guo et al., 2008). To test the possibility that these H3K9ac writer or eraser proteins could be involved in gene regulation shortly after initial light-exposure, we measured mRNA levels of the 12 selected LRP-DTGs in dark-grown and R1h-treated *hag1*, *haf2*, and *hda19* mutants. Contrary to what happens to other light-related genes in light-grown seedlings of these mutants, LRP-DTGs expression remained generally unaltered after a short red-light treatment. Although some mutants display a slight variation in R1h response when compared to the wild-type response, we only detected a completely R1h-insensitive responses on a few LRP-DTGs (*At1g60590*, *LNK3*, and *BOH2*), and only in the *hag1* mutants compared to wild type (Figure 6). These results indicate that HAF2 and HDA19 proteins, that are involved in H3K9ac regulation and previously identified to have a critical role in long-term light-induced chromatin states and transcription (i.e., plants grown under continuous white light), are not involved in general short-term transcriptional regulation in response to light. HAG1 seems to control expression of only a small subset of LRP-DTGs. Alternatively, another possible explanation is that because of functional redundancy of histone modifiers (Pandey et al., 2002), mutation in a single family member is not sufficient to affect the LRP-DTGs rapid transcriptional response to light. It remains to be explored which other possible factors might be responsible for the quick changes in H3K9ac in response to light exposure.

**FIGURE 6:**
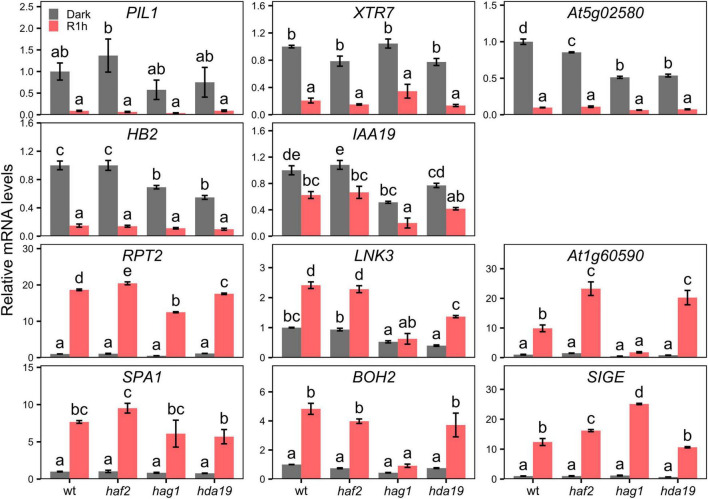
LRP-DTGs short-term transcriptional response to light is not generally affected in histone writer and eraser mutants. mRNA levels measured by RT-qPCR of LRP-DTGs in 3 days old seedlings grown in true dark or grown in the dark and then treated for 1 h with red light (R1h). mRNA levels are normalized to dark-grown wild-type. Error bars represent standard error of the mean. Statistical significance was determined by one-way ANOVA between each genotype and light treatment combination independently for each gene, with *post hoc* Tukey HSD test. Letters denote significant differences among means (*n* = 3).

## Conclusion

The aim of the present study was to identify key genes that respond in the first instance to the first light exposure in plants, and understand the factors involved in their regulation. To do this, we focused on the red-light phytochrome signaling pathway. For this purpose, we focused on known PIF direct-target genes. We found that only a subset of the previously described PIF-DTGs respond most rapidly to light exposure. We redefined them as LRP-DTGs. These genes probably are the most direct targets of PIF regulation and play a key role in photomorphogenesis initiation. We found that the majority of these genes also show very rapid changes in H3K9ac levels, that accompany their transcriptional response, in the very initial minutes after light exposure. These findings suggest that chromatin remodeling is mechanistically linked to the very initial light response of these genes. The fact that H3K9ac is present in repressed genes, albeit at low levels, raises an interesting hypothesis: do basal H3K9ac levels prime specific genes so they can rapidly respond to changing light conditions? More precise chromatin state measuring techniques coupled with chromatin state-altering treatments are required to characterize these changes. This study contributes to our understanding of transcriptional regulation in response to environmental changes, and describes a system in which chromatin dynamics in response to environmental cues can be analyzed. The precise mechanism of how these histone modifications are performed and how they interact with other factors to orchestrate this response remain to be elucidated.

## Materials and Methods

### Plant Materials and Growth Conditions

The Columbia-0 ecotype of *Arabidopsis thaliana* was used for all experiments. *pif1pif3pif4pif5* (*pifq*) line is described in Leivar et al. (2008), *hag1-5* (SALK_048427) in Kornet and Scheres (2009), *haf2-5* (SAIL_548_G03) in Lee and Seo (2018), and *hda19-4* (SALK_139443) in Kim et al. (2008). To generate *pRPT2:LUC* lines, 3342 bp upstream of the RPT2 start codon were amplified by polymerase chain reaction (PCR) with primers *Bam*HI-pRPT2-5/pRPT2-3-*Pst*I and cloned into the pC1302-35S:RLUC vector (Zhang et al., 2013). To generate *pRPT2:PP7* lines, 3356 bp upstream of the RPT2 start codon were amplified by PCR with primers 13Rb-RPT2F and 13Rb-RPT2R and cloned into the AL13Rb plasmid (Addgene # 161006) (Alamos et al., 2021). Primers are described in Supplementary Dataset 9. Constructs were transformed into Arabidopsis by the floral dip method (Clough and Bent, 1998).

Plants were germinated in true-dark conditions as described in Leivar et al. (2008). Briefly, seeds were sterilized, plated in MS medium without sucrose under white light and stratified for 4 days at 4°C in darkness. Afterward, they were irradiated for 3 h with white light to induce germination, followed by a saturating 5 min far-red light pulse. They were grown in the dark at 21°C for 2 days before being collected (D samples) or grown in the dark for 47 h and treated with 10 μE⋅m^–2^⋅s^–1^ red light for 1 h (R1h samples). White-light grown samples (WLc) were grown under continuous white-light (100 μE⋅m^–2^⋅s^–1^ PAR) after stratification for 2 days. For the time-course experiments, a saturating red-light pulse (5000 μE in 1 min) was given after 2 days in the dark and samples were collected at the indicated time-points.

### RNA Sequencing

Total RNA from 2-day old “true dark”-grown (D), R1h and WLc treated seedlings was extracted and processed as described in Zhang et al. (2013). RNA was extracted from 100 mg of ground tissue using RNeasy Plant Mini Kit (Qiagen cat. 74904) using RNase-Free DNase (Qiagen cat. 79254) following manufacturer instructions. The sequencing library construction was adapted from 3′-end RNA-seq protocol (Yoon and Brem, 2010) and performed as described in Zhang et al. (2013). The size of purified library DNA was validated by Bioanalyzer 2000. Libraries were assayed by 50-cycle single-end sequencing on the HiSeq 2000 platform. Sequencing reads were aligned to the TAIR9 representative transcriptome using Bowtie (Langmead et al., 2009) with zero mismatches allowed. Only reads mapping uniquely to the 3′-end 500-bp region of the coding strand were counted for gene expression. Differentially expressed genes were identified using the edgeR package (Robinson et al., 2010), and genes with statistically significant two-fold (or greater) mRNA changes were defined as those that differ by ≥2-fold with an adjusted *P* value ≤ 0.05. Sequencing data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE181167. Previously published sequencing data can be accessed through GEO Series accession number GSE39217.

### Chromatin Immunoprecipitation and Sequencing

For each replicate, 2.5 gr of 2-day old wild-type and *pifq* D, R1h and WLc treated seedlings were processed as described in Gendrel et al. (2005) using 5 μgr Diagenode Ab C15410004 H3K9ac antibody and a mix of 25/25 μl of protein-A/G Dynabeads (Invitrogen). Samples were collected and processed under a green safelight. 5–10 ng of DNA per sample were used for library preparation with Accel-NGS 2S Plus DNA Library Kit (Swift Biosciences) and 9 PCR cycles. 300–700 bp fragments were purified and sequenced in an Illumina HiSeq 4000 by SR50 Single Read Sequencing. Reads were aligned to Arabidopsis thaliana TAIR9 reference genome using Bowtie2 (Langmead and Salzberg, 2012). H3K9ac enriched regions were identified using the BayesPeak algorithm with lower-bound summarization method (Spyrou et al., 2009). Differential enrichment analysis was performed with DiffBind (Stark and Brown, 2011), comparing H3K9ac enrichment in these regions among different samples. Only peaks with statistically significant different levels with an FDR ≤ 0.05 were used in the analysis. Each peak was assigned to the gene with the nearest transcriptional start site using the TAIR9 gene annotation. Sequencing data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE181432.

### Chromatin Immunoprecipitation Time-Course

Due to the time-sensitive nature of the time course experiment, crosslinking time was reduced to 5 min. Additionally, due to the impossibility to process 27 samples simultaneously, to reduce sample-batch variability as much as possible, we collected samples in batches of three always collecting three different randomized time points each day. We prepared the samples (sowing the seeds and true-dark treatment) and collected them at the same time of the day to avoid any circadian clock effect.

### Reverse Transcription Quantitative Polymerase Chain Reaction

Total RNA was extracted from 100 mg of dark grown or R1h treated seedlings per biological replicate, and three biological replicates were used per time point using RNeasy Plant Mini Kit (Qiagen cat. 74904) with RNase-Free DNase (Qiagen cat. 79254) following manufacturer instructions. One μgr of RNA was used to make cDNA with the High-Capacity cDNA archive kit (Thermo Fisher Scientific cat. 4368814). qPCR reactions were performed with SYBR Green Master Mix (Thermo Fisher Scientific cat. 4309155) using three technical replicates per reaction in a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). *TUBULIN1* was used as a reference for ChIP-qPCR experiments and *PP2AA3* for RT-qPCR (Czechowski et al., 2005). Primers are described in Supplementary Dataset 9.

### Luciferase Assays

Approximately 100 mg of 2-day old seedlings were collected and ground in liquid nitrogen. Total protein was extracted using 100 μl of Passive Lysis Buffer (Promega). Twenty microliters of the supernatant were used to measure the LUC and RLUC activity using a Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions in a Tecan M-100PRO plate reader. Firefly luminescence was normalized by the constitutively expressed Renilla luciferase internal control.

### Real-Time Transcription Imaging

Image acquisition and analysis was performed as described in Alamos et al. (2021). Estimation of mRNA production was calculated as described in Garcia et al. (2013) and Alamos et al. (2021). The Leica SP8 microscope was operated using the LASX software in manual mode. Data was taken at a constant laser power for the 488 nm laser and the 569 nm laser throughout the duration of a single time course experiment and across experiments. No auto correction or manipulation was done during acquisition, except for adjustment of the z position due to sample drift. Each channel -GFP and mScarlet- was acquired using a different HyD detector and treated independently throughout the downstream analysis. The imaging setup was as follows: 63× magnification; zoom 2; image size 1024 × 512 × 25 z slices; pixel xy size 90 nm; z slice depth 500 nm; bidirectional scanning at 300 Hz; pinhole 1 airy unit at 500 nm; no frame or line average; no frame accumulation, line accumulation 3; 488 nm at ∼5% laser power (calibrated to μW) and 569 nm at 1.5% laser power, frame rate 1 min/stack.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

EG-G and PQ conceived the project and wrote the manuscript. EG-G, SÁ, YZ, KN, HG, and PQ designed the experiments. EG-G, YZ, SÁ, and JD-R performed the experiments. EG-G and SÁ performed the data analysis. All authors have edited and commented on the manuscript and have given their approval of the final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Chromatin Changes in Phytochrome Interacting Factor-Regulated Genes Parallel Their Rapid Transcriptional Response to Light
**Source:** Front Plant Sci. 2022 Feb 17;13:803441. doi: 10.3389/fpls.2022.803441
**Supplement:** Supplementary file 2

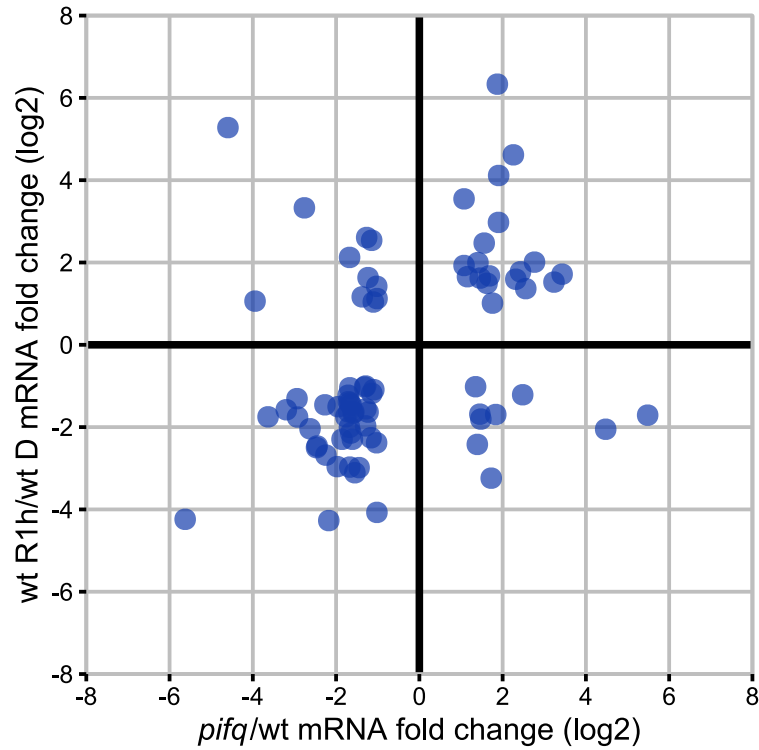

Figure S1. Only a subset of genes previously defined as PIF-DTGs in dark-grown wild-type seedlings respond after exposure to red light for one hour. Scatter plot showing the fold change in mRNA levels of previously defined PIF-DTGs between dark-grown *pifq* and wild type plants compared to wild type plants treated with 1 hour of red light versus dark-grown wild type plants. Only 78 of the 338 previously defined PIF-DTGs show a statistically significant two-fold change after 1h of red light treatment (Supplemental Dataset S5). Statistically significant (FDR < 0.05) two-fold change values are plotted.

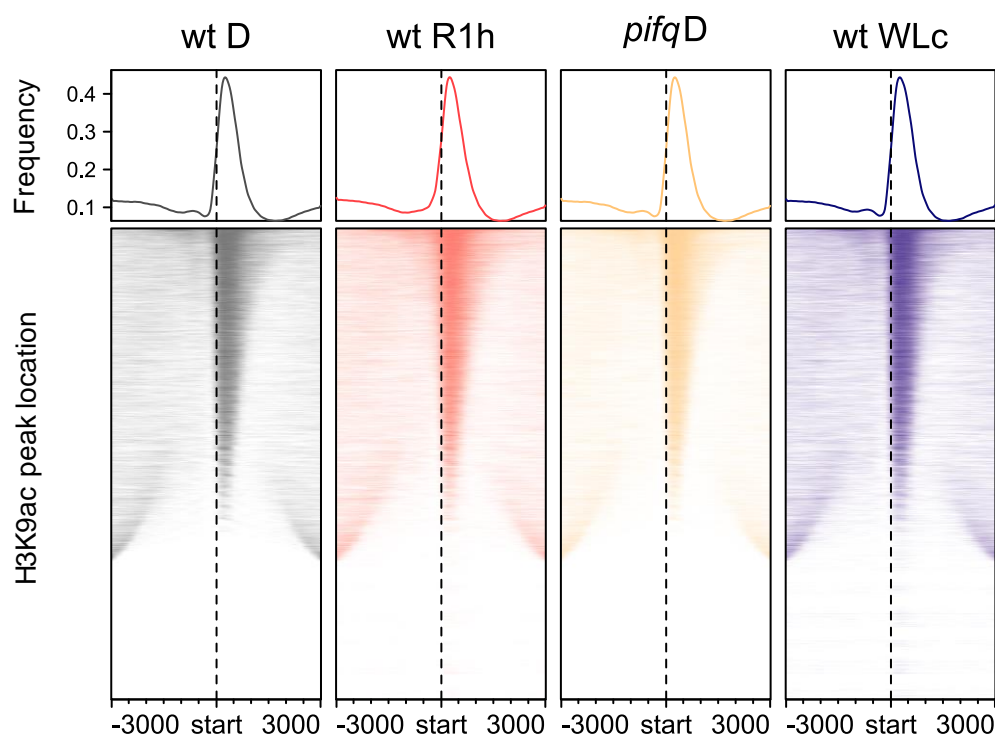

Figure S2. H3K9ac peaks localize downstream of the transcriptional start site. Profile of H3K9ac peak location identified by Bayes Peak in wt D, wt R1h and *pifqD*, and wt WLC. Top panel represents the frequency of the peak location while the bottom panel represents the location of H3K9ac peaks relative of the transcriptional start site (3000 base pairs upstream and downstream).

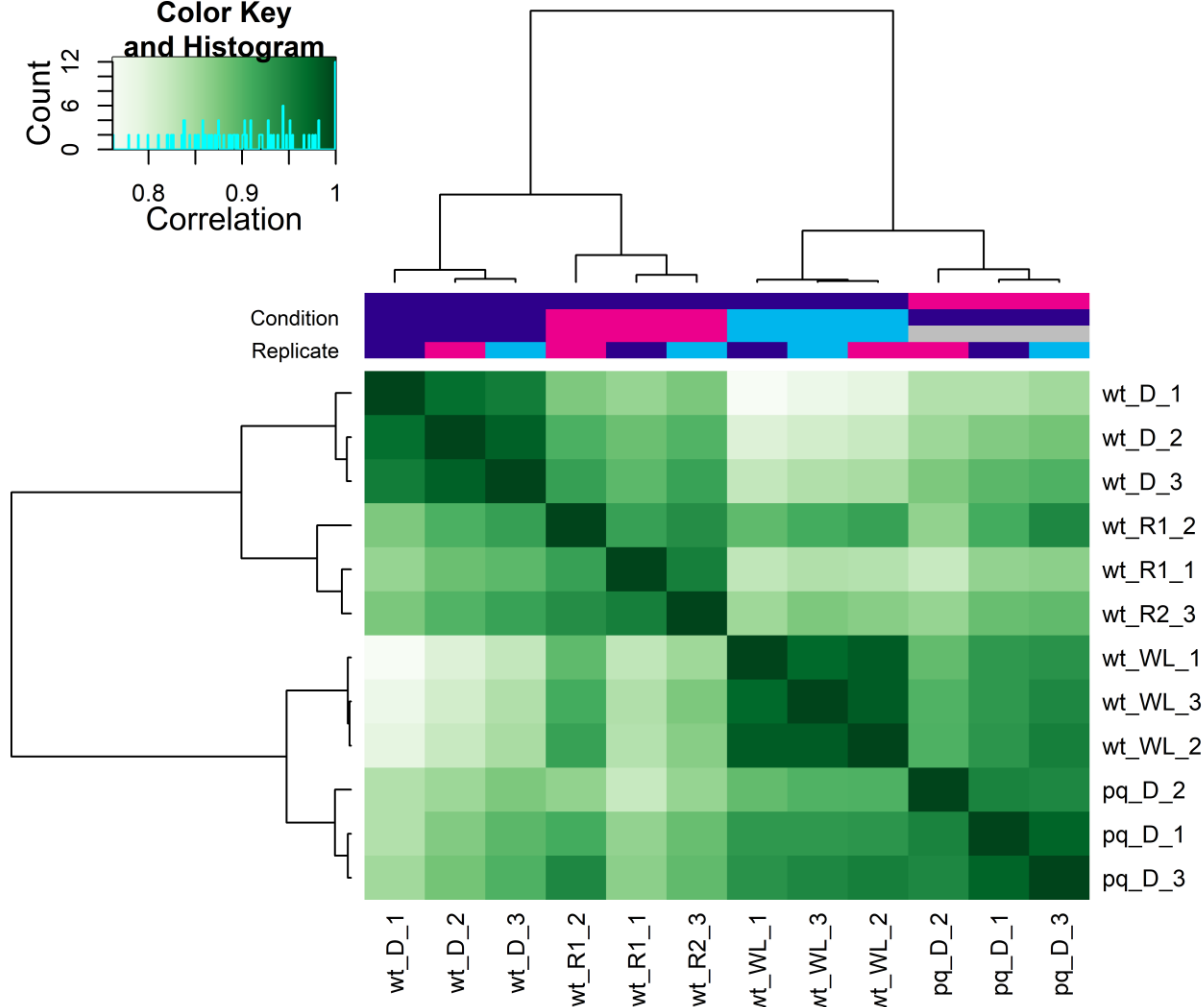

Figure S3. Genome-wide H3K9ac profile of *pifq* plants grown in the dark is similar to that of white-light grown plants. Correlation heatmap, using genome-wide H3K9ac occupancy (peak caller score) of significant binding peaks called by BayesPeak. wt, wildtype; pq, *pifq*; D, dark-grown; R1, dark-grown and treated with red-light for one hour; WL, grown in continuous white light; numbers 1 to 3 represent biological replicates.

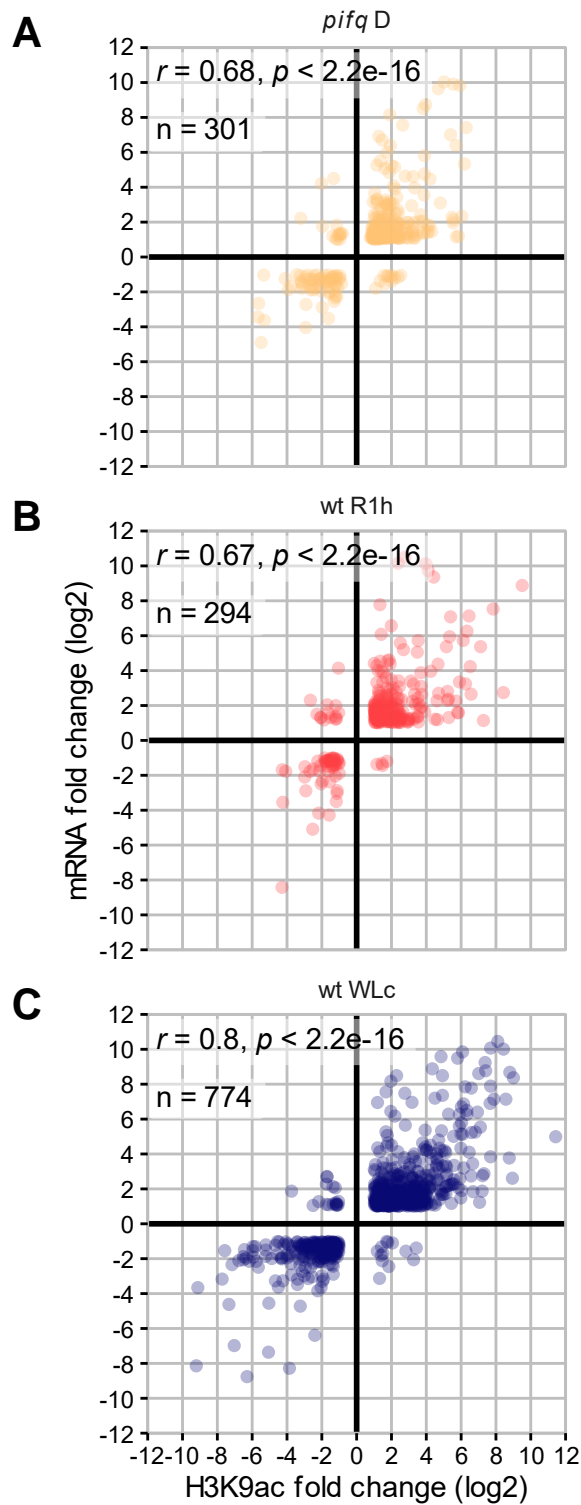

Figure S4. H3K9ac changes correlate with steady state mRNA levels. Scatter plots showing the correlation between H3K9ac and mRNA changes in the ChIP-seq experiments comparing dark-grown *pifq* vs wild type (A), 1h red light treatment vs dark-grown wild type (B) and white light grown vs dark-grown wild-type seedlings. Only statistically significant (FDR < 0.05) two-fold change values were selected. r , Pearson's correlation coefficient; p , p-value.

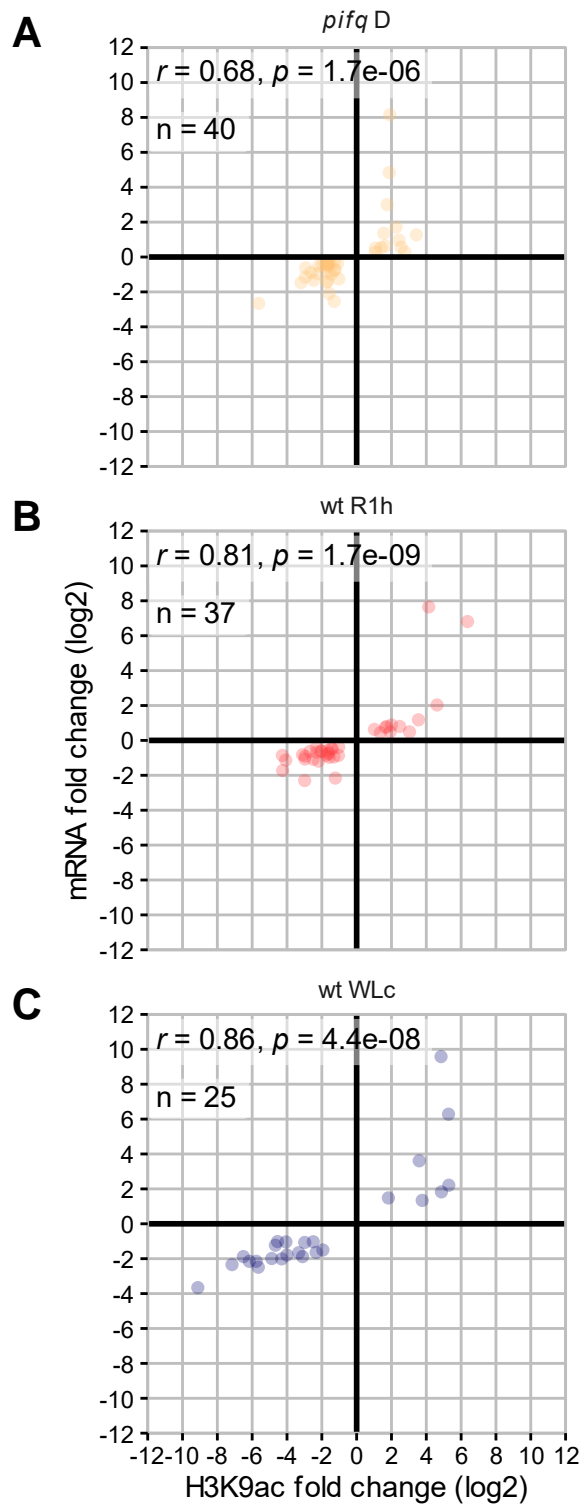

Figure S5. H3K9ac changes correlate with steady state mRNA levels in LR-PIF-DTGs. Scatter plots showing the correlation between H3K9ac changes and mRNA changes in LR-PIF-DTGs in the ChIP-seq experiments comparing dark-grown *pifq* vs wild type (A), 1h red light treatment vs dark-grown wild type (B) and white light grown vs dark-grown wild-type seedlings. Only statistically significant (FDR < 0.05) two-fold change values were selected. r , Pearson's correlation coefficient; p , p-value.

Locus	Gene	Regulated by PIF	logFC <i>pifq/wt</i>	logFC <i>wtR1/wtD</i>
AT2G46970	phytochrome interacting factor 3-like 1 (PIL1)	1345	-5.58	-4.24
AT5G02580	Plant protein 1589 of unknown function	15	-1.41	-2.98
AT4G16780	ARABIDOPSIS THALIANA HOMEODOMAIN PROTEIN 2 (HB2)	1345	-1.97	-2.96
AT4G14130	xyloglucan endotransglucosylase/hydrolase 15 (XTR7/XTH15)	135	-2.43	-2.50
AT3G15540	indole-3-acetic acid inducible 19 (IAA19)	14	-1.64	-1.46
AT1G75450	cytokinin oxidase 5 (CKX5)	1	-1.68	-1.38
AT5G52570	beta-carotene hydroxylase 2 (BETA-OHASE 2)	15	2.48	1.36
AT3G12320	NIGHT LIGHT-INDUCIBLE AND CLOCK-REGULATED 3 (LNK3)	15	1.44	2.00
AT2G46340	SUPPRESSOR OF PHYA-105 1 (SPA1)	1	1.06	3.55
AT1G60590	Pectin lyase-like superfamily protein	5	1.89	4.11
AT2G30520	ROOT PHOTOTROPISM 2 (RPT2)	5	2.20	4.62
AT5G24120	sigma factor E (SIGE)	1	1.80	6.33

Table S1. LRP-DTGs selected for further analysis. Six light-repressed/PIF-induced LRP-DTGs and six light-repressed/PIF-induced LRP-DTGs were selected based on their H3K9ac fold change and functional relevance for a more detailed analysis. The “Regulated by PIF” column specifies which PIF(s) regulate expression of the gene based on the criteria defined in Pfeiffer et al., 2014. logFC refers to log2 fold-change between the two conditions.

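Of the 6 light-induced genes selected, 5 had at least 1.5-fold higher H3K9ac in wt R1h than in wt D, and of the 6 light-repressed genes 4 had at least 1.5-fold lower H3K9ac. These genes were selected partly on their H3K9ac, so the counts are not independent evidence of the direction. SIGE (chromosome 5, peak 8158872 to 8160482) had a signal of 0.006 in wt D, 0.654 in wt R1h and 0.146 in pifq D. LNK3, a clock-associated gene (chromosome 3, peak 3923749 to 3925250), had 1.02 in wt R1h and 0.706 in pifq D. SPA1 (chromosome 2, peak 19026599 to 19027696) had 0.419 in wt D, 0.944 in wt R1h and 0.443 in pifq D. BOH2, a carotene hydroxylase gene (chromosome 5, peak 21335797 to 21336957), had 0.389, 0.524 and 0.497, below the 1.5-fold limit in both comparisons. At1g60590, a polygalacturonase-like gene (chromosome 1, peak 22315446 to 22316823), was at the floor in wt D and had 0.157 in wt R1h and 0.190 in pifq D. XTR7 (chromosome 4, peak 8137068 to 8138127) had 0.657 in wt D, 0.310 in wt R1h and 0.222 in pifq D. HB2 (chromosome 4, peak 9449108 to 9450777) had 0.834, 0.443 and 0.532. At5g02580 (chromosome 5, peak 579684 to 581135) had 0.851, 0.176 and 0.372. CKX5 (chromosome 1, peak 28317165 to 28318266) and IAA19 (chromosome 3, peak 5264099 to 5265350) had log2 changes of −0.45 and −0.42 in wt R1h. The medians of the light-induced and light-repressed groups were 1.36 and −0.87 in wt R1h, 1.23 and −1.67 in wt WLc, and 0.77 and −0.88 in pifq D. Peak positions are as the authors' table gives them.

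**Figure D3:**
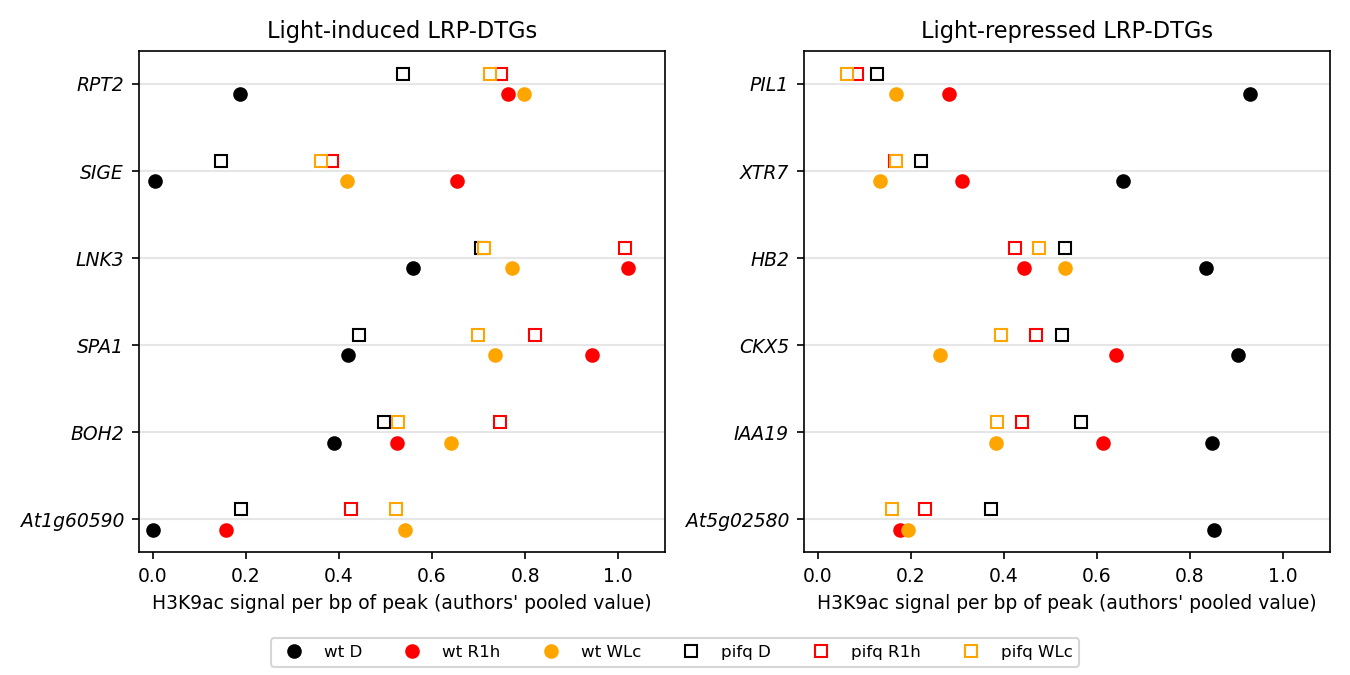
Pooled H3K9ac signal per bp of peak (x axis) of the 6 light-induced (left) and 6 light-repressed (right) LRP-DTGs (y axis), 1 value per group, with filled circles for wild type and open squares for pifq. At PIL1 the wt D circle lies at 0.929 and the other 5 groups at or below 0.282.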

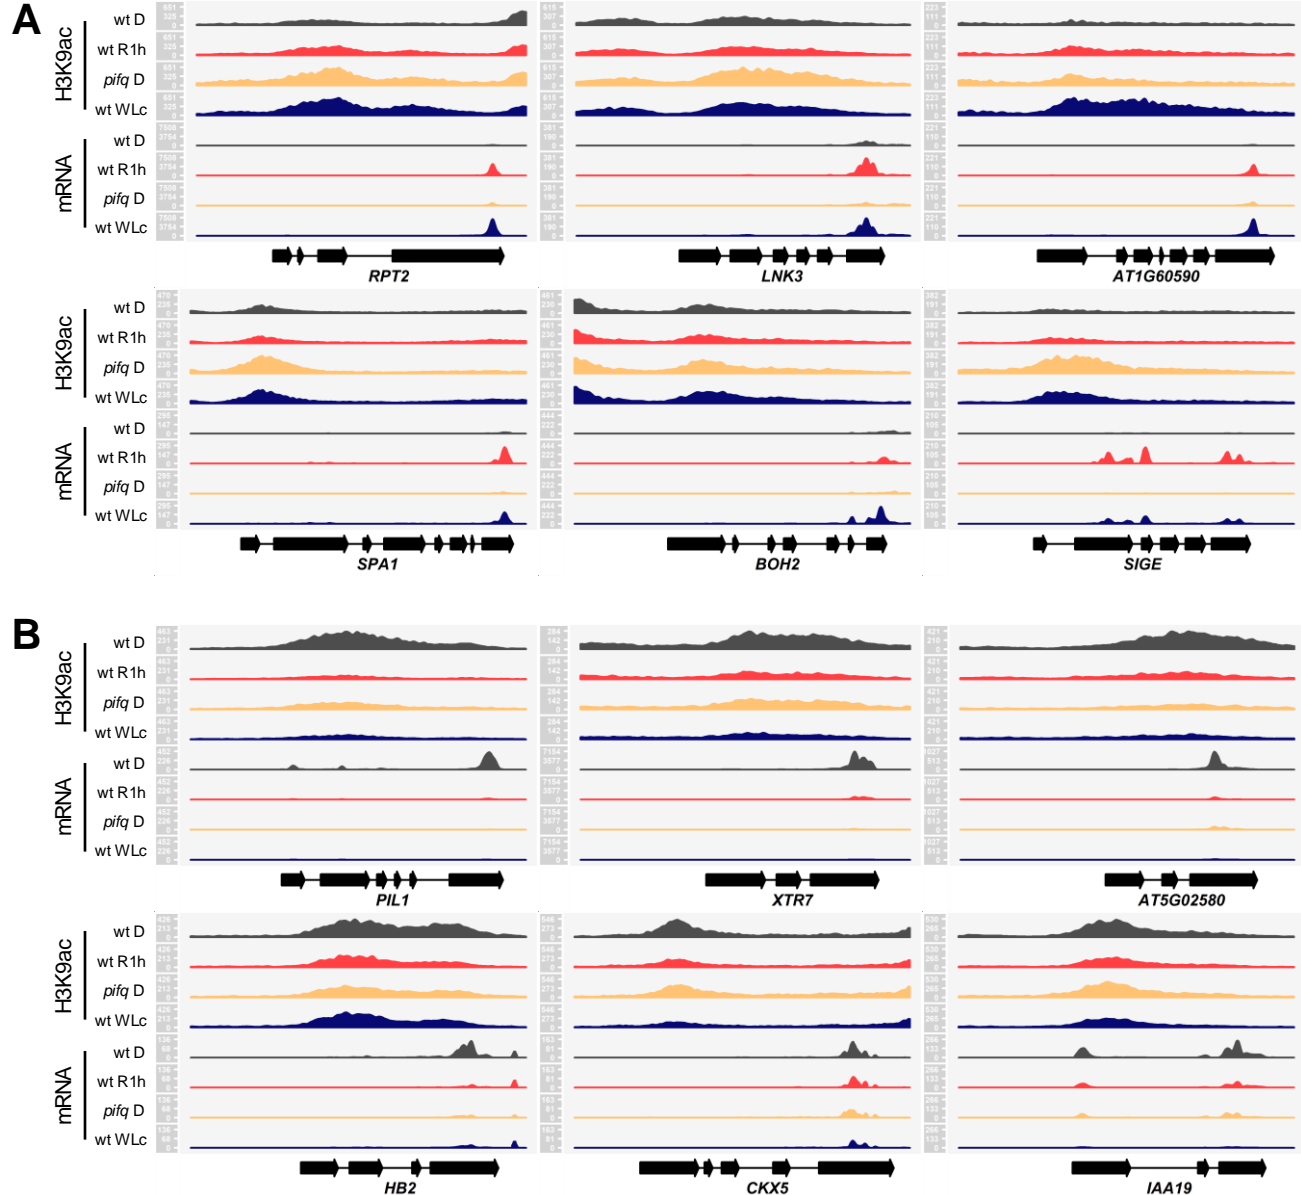

Figure S6. H3K9ac levels change in light-responsive PIF-DTGs (LRP-DTGs) both in *pifq* and in response to red light. A, Read mapping profile of H3K9ac ChIP-seq and RNA-seq in light-induced/PIF-repressed LRP-DTGs. B, Read mapping profile of H3K9ac ChIP-seq and RNA-seq in light-repressed/PIF-induced LRP-DTGs. For each gene, 1000 bp upstream and 250 bp downstream of their representative transcript are shown. Read count is scaled independently for each gene, and for mRNA and H3K9ac levels. RNA-seq data from *pifq* seedlings and their corresponding wild-type control were obtained from Zhang et al., 2013. Note that RNA-seq was performed on 3'-end purified mRNA.

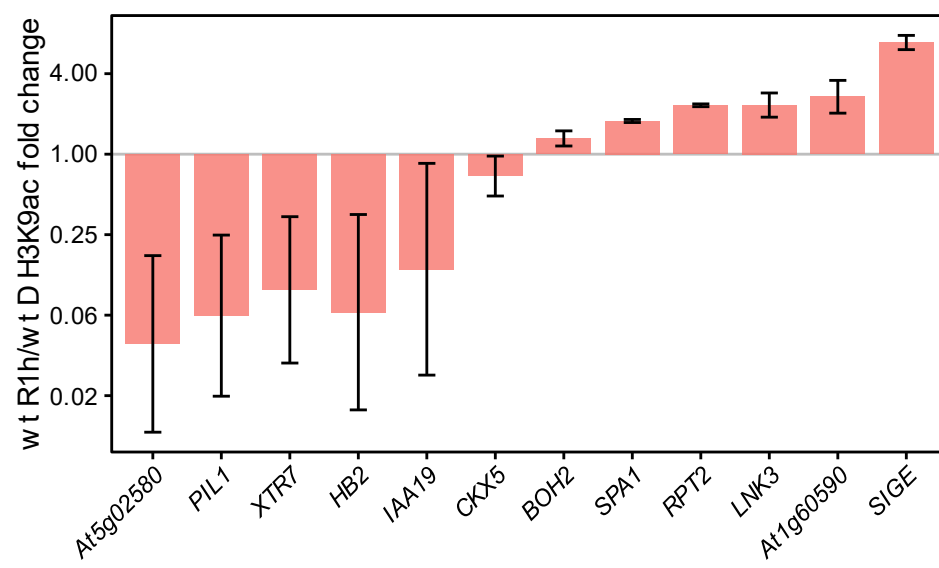

Figure S7. H3K9ac levels change in light-responsive PIF-DTGs (LRP-DTGs) in response to red light. H3K9ac levels measured by ChIP-qPCR in six induced and six repressed PIF-DTGs comparing dark-grown vs R1h wildtype samples. Error bars represent standard error of the mean.

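In this supplementary figure, enrichment of H3K9ac was measured by quantitative PCR on immunoprecipitated DNA, with TUB1 as the reference gene, so each value reports on a short amplicon rather than on a whole peak. The primers of Supplementary Dataset 9 were placed on the TAIR10.1 genome by exact match, and each of the 13 pairs gave 1 product. For 9 of the 12 genes the amplicon lies wholly inside the peak of the deposited table. The RPT2 amplicon (chromosome 2, 13005535 to 13005622) is 88 bp long, lies 124 to 211 bp downstream of the TSS and spans 49 bp of 5′ UTR and 39 bp of coding sequence. Its sequence on the gene's strand is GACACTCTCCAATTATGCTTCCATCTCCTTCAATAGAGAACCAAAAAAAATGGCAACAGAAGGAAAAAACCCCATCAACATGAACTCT. The PIL1 amplicon (chromosome 2, 19297291 to 19297450) is 160 bp long and begins 408 bp downstream of the TSS. The LNK3 amplicon (chromosome 3, 3923691 to 3923880) overlaps its peak by 132 of 190 bp, all in the 5′ UTR. At At1g60590 (chromosome 1, 22316794 to 22316861) the overlap is 30 of 68 bp, in coding sequence. The XTR7 amplicon (chromosome 4, 8138129 to 8138240) has 44 bp of 5′ UTR and 68 bp of coding sequence and lies just outside the peak, with 0 bp of overlap. For TUB1, the amplicon is 100 bp of coding sequence that begins 320 bp downstream of the TSS, and the pooled signal of its peak was 0.780 in wt D and 0.694 in wt R1h.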

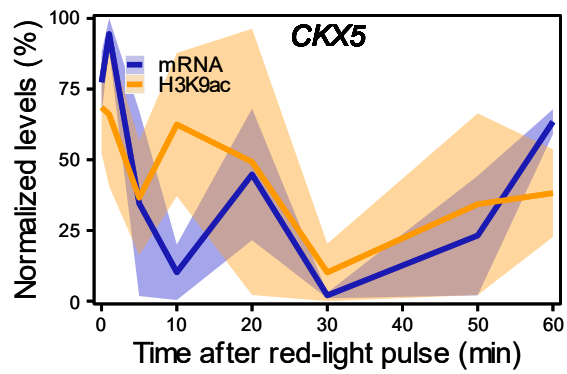

Figure S8. Highly variable mRNA and H3K9ac levels in the *CKX5* locus. H3K9ac and mRNA changes measured by ChIP-qPCR and RT-qPCR in *CKX5*, a light-repressed LRP-DTG after a saturating red light pulse. Data were re-scaled to the minimum and maximum mRNA/H3K9ac values. Each colored line represents the averaged mRNA/H3K9ac levels at each time point and the shaded band represents the standard error of the mean ($n = 3$).

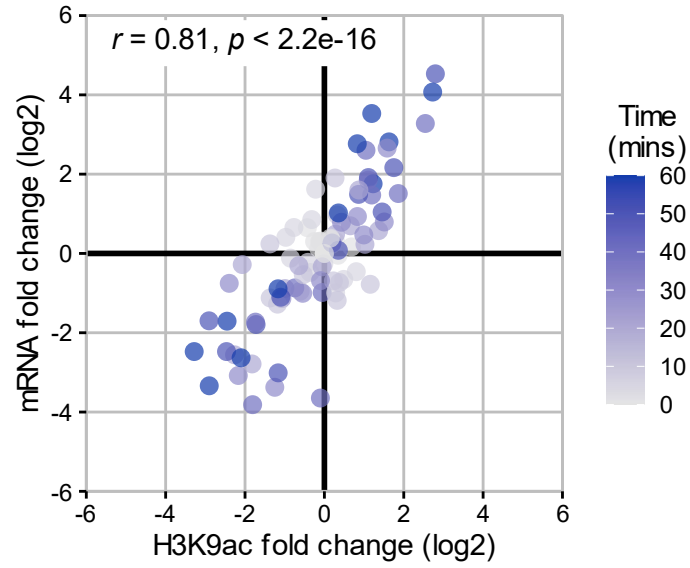

Figure S9. H3K9ac correlation with mRNA levels. Scatter plot showing the correlation between H3K9ac and mRNA levels in the samples used for the time-course experiment (Figure 4). Fold change values are normalized to the 0 minutes time point for each gene. r , Pearson's correlation coefficient; p , p-value.

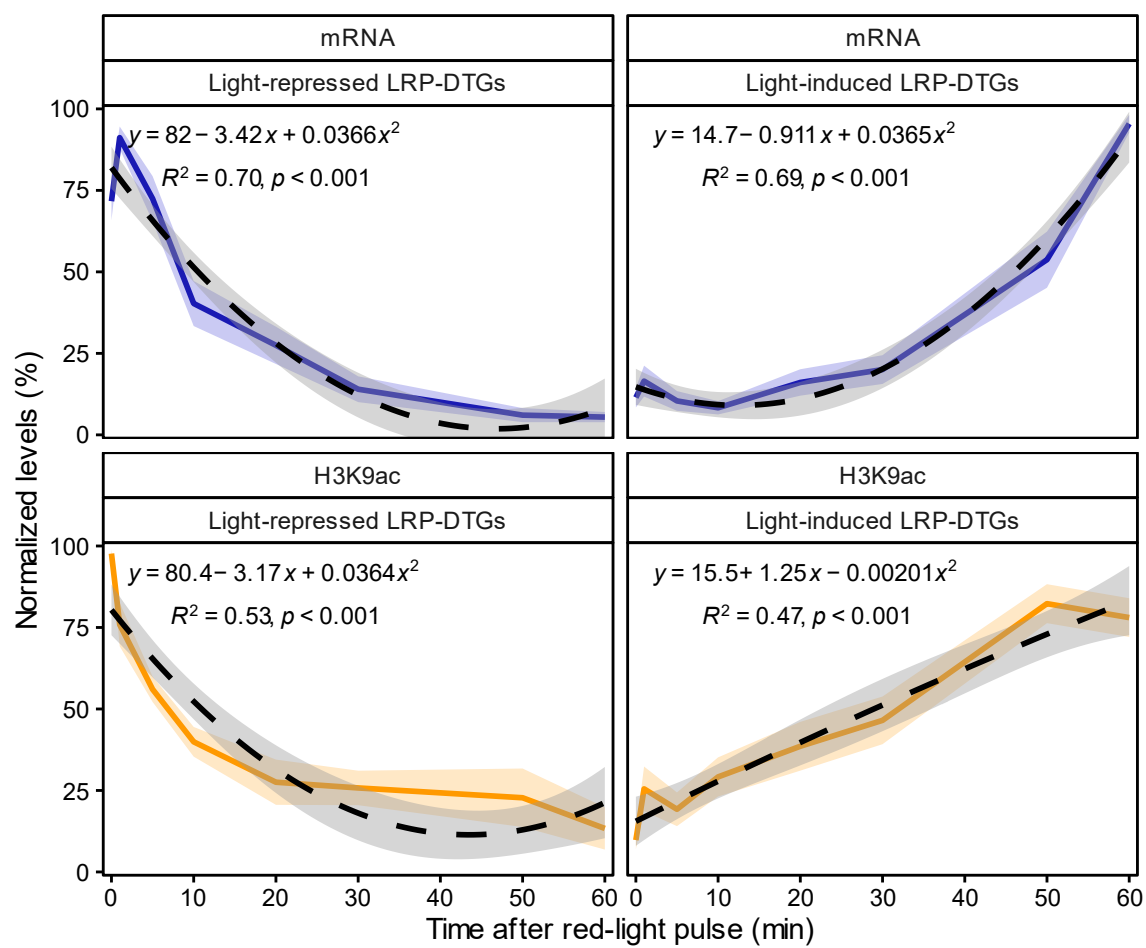

Figure S10. mRNA and H3K9ac trajectories are very similar in light-repressed LRP-DTGs while they differ in light-induced LRP-DTGs. mRNA and H3K9ac data were fitted by linear regression to a quadratic function separately for light-repressed and light-induced LRP-DTGs. In light-repressed LRP-DTGs, H3K9ac and mRNA rate of change is quadratic. In light-induced LRP-DTGs the rate of change for H3K9ac is almost linear, while mRNA change is still quadratic. These results corroborate that H3K9ac changes earlier than mRNA in light-induced LRP-DTGs. For light-repressed LRP-DTGs mRNA and H3K9ac linear fits, $R^2=0.99$ (p-value = $7.59e-08$), for light-induced LRP-DTGs mRNA and H3K9ac linear fits, $R^2=0.8$ (p-value = 0.002727). R^2 , coefficient of determination; p, p-value.

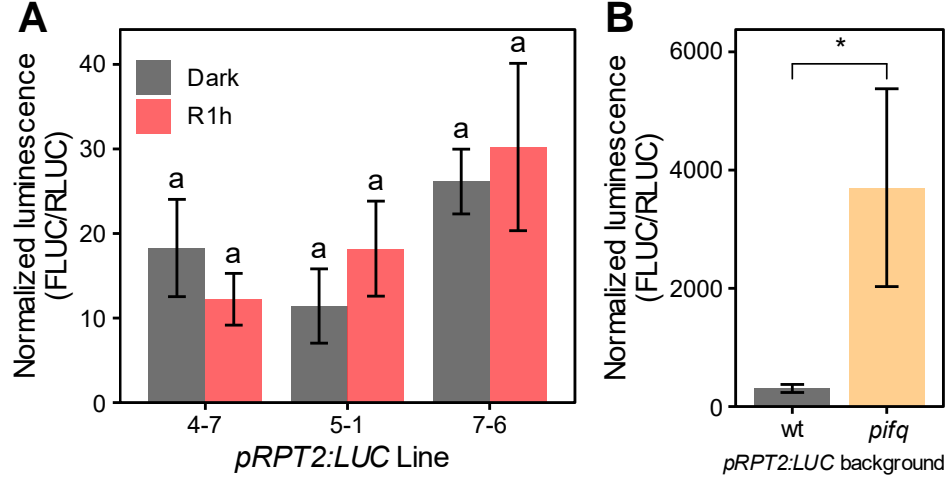

Figure S11. Luciferase reporter lines only recapture *RPT2* regulation by PIFs, not its rapid transcriptional response to light. A, Luminescence measured in three independent homozygous *pRPT2:LUCIFERASE* lines grown in true dark or true dark plus 1 h red light (n = 3). B, Luminescence measured in *pRPT2:LUCIFERASE* lines in wild-type or *pifq* genetic background grown in true dark (n = 5 independent lines for each genotype). Luminescence from Firefly luciferase (FLUC) under transcriptional control of *RPT2* promoter is normalized by constitutively expressed Renilla luciferase activity (RLUC). Error bars represent standard error of the mean. Statistical significance in A was determined by one-way ANOVA with post-hoc Tukey HSD test. Letters denote significant differences among means. Statistical significance in B was determined by T-test, *, p-val < 0.05.

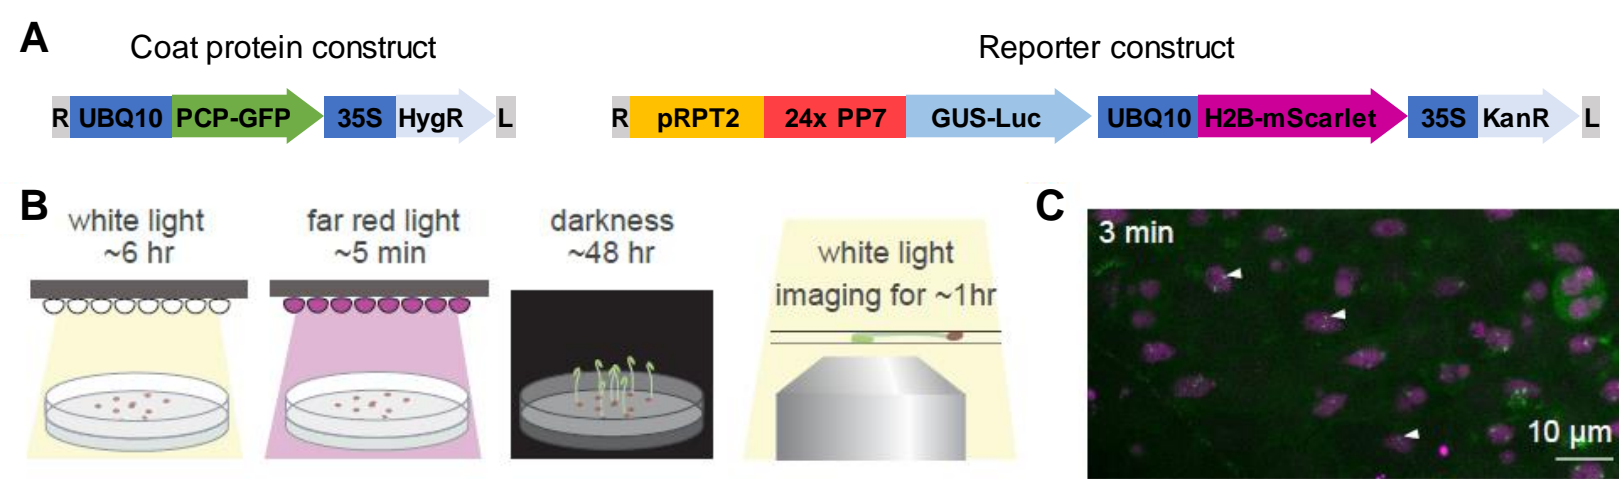

Figure S12. Experimental setup for pRPT2:24xPP7 lines. A, Diagram of the T-DNA constructs used to obtain *pRPT2:PP7* experimental lines (adapted from Álamos et al., 2021). R and L, T-DNA border sequences; UBQ10, *UBIQUITIN10* promoter; PCP-GFP, GFP-tagged phage PP7 coat protein; 35S, 35S cauliflower mosaic virus promoter; HygR, Hygromycin resistance gene; pRPT2, 3329 bp upstream of *RPT2* gene; 24x PP7, 24 repeats of the PP7 phage RNA sequence recognized by PCP; GUS-Luc, β -glucuronidase-Luciferase fusion; H2B-mScarlet, Histone 2B fused to mScarlet as nuclear marker; KanR, Kanamycin resistance gene. B, Experimental setup used for imaging. True dark light regime used. C, Maximum projection snapshot of a cotyledon from a *pRPT2:PP7* plant grown in white light.

How the deposited data were processed for this re-analysis (not part of the article)

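H3K9ac was measured by the authors by chromatin immunoprecipitation and sequencing of 2-day-old Arabidopsis seedlings, wild type and pifq, in darkness (D), after 1 h of red light (R1h) and in continuous white light (WLc). The labels list 24 samples, of which 18 are H3K9ac libraries (3 for each of 6 groups) and 6 are inputs. According to the methods and the submitters' notes, the authors aligned the reads with Bowtie2, called enriched regions with BayesPeak, quantified them with DiffBind and assigned each peak to the gene with the nearest TSS. The deposited table holds 1 signal value per peak and group, made by the authors by combining the replicates in a way they do not state. From the values, the signal is per bp of peak. Multiplied by peak length, it has 1 fixed lowest value in each column, and the column totals of signal times length lie within 2.08% of each other, so the groups had been scaled to one another. Depth per library is unknown, and precision between replicates cannot be had from pooled values.

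Log2 changes were computed for wt R1h, wt WLc and pifq D against wt D, and for pifq R1h and pifq WLc against pifq D, after a pseudocount of 0.0717. The plan named a test for values per library and, for a table of group values, a description without a test, and the latter applied. In counts over all genes, a gene was counted as higher or lower if any of its peaks differed by at least 1.5-fold. That limit comes from an alternative chosen in advance, and its use without an FDR was settled after the table and its counts had been seen. A gene with several peaks (1616 genes) was otherwise represented by the peak with the highest mean, also in the counts of the gene lists and the LRP-DTGs. The groups' profiles were compared by Pearson's r of log2 signals over all peaks and by average-linkage clustering on 1 minus r.

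Gene lists, groups, comparisons, the rule for named genes and the first set of alternatives were fixed before the data were examined. The 23 fixed lists hold 447 genes, of which 83.4% have a peak, and 5 further members were left out because their symbol and locus are not paired in the reference annotation. They cover light harvesting, photosystems, the Calvin-Benson cycle, tetrapyrroles, carotenoids, flavonoids, light signalling, plastid development, shade-responsive transcription factors, auxin, cell wall, gibberellin and brassinosteroid, ethylene, the clock, histone acetyltransferases and deacetylases, reference genes, heat, touch and wounding, root, stomatal lineage and seed markers, the PIF loci and the 2 groups of selected LRP-DTGs. Another 7 lists come from the study's datasets. Each list median was placed among 10000 random lists drawn from genes in the same of 20 bins of mean signal, in place of the planned list test. Many lists were chosen for their known light response, and lists overlap.

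Genes are named if (a) the study names them, (b) they are among the 8 largest changes in each direction of a comparison, or (c) they are among up to 4 members per list. Without an FDR, part (b) was limited to genes at least 1.5-fold apart whose higher group reaches the median of all values, and part (c) takes the members with the largest absolute change. The study's values in Supplementary Datasets 5 and 8 had been seen when the rule was written. LRP-DTGs outside this rule that are named beside the LRP-DTG counts and correlations, and ABCG22, RTFL21 and HB52 among them, were picked after their values were seen, as were the genes given as examples across light conditions.

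Correlations with mRNA use the study's log2 values from Supplementary Datasets 1 and 5. The study's H3K9ac lists for pifq D and WLc (Supplementary Datasets 6 and 7) were held only in part, 1998 genes of each, and were used only to compare scales. Positions refer to the TAIR10.1 reference. Its chromosome extents, the overlap of peaks with their assigned genes and the exact single match of 13 primer pairs were checked against the table. Peak positions are printed as the table gives them, and whether its starts count from 0 or 1 is not stated.

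Alternatives were pseudocounts of 0.00717, 0.358 and 1, scaling to equal medians, by TMM factors, by quantiles and to reference genes, leaving out the peaks with the lowest mean signal, peaks at the floor or peaks over 1000 bp from a TSS, 1 peak per gene, the peak nearest the TSS for the lists, rank correlation, all listed genes for the correlations, untransformed values and only the peaks with the highest mean signal for the similarity, and the nearest peak edge or protein-coding genes for distances. Added after the data were seen were no pseudocount, no pseudocount together with the constant that separates the study's fold changes from the deposited values (which exists for the 3 comparisons with wt D), a 2-fold limit and the matched random lists. The 1.5-fold rule was tried on simulated data with the same assumed noise of 0.1 (SD, log2) for every gene. Changes were set only in genes at or above the median signal of wt D. It called 100.0% of genes set at 2-fold, 38.8% of those set at 1.5-fold and 0 unchanged genes, and 5.0% of random lists fell outside the central 95%. The real noise is unknown from pooled values, so these shares do not tell how the rule fares at peaks with little signal. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. RNA-seq, quantitative PCR, imaging and reporter experiments were not analysed here.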

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

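All 5 tests in this part were chosen after the results were seen. The table holds 2 columns that the paper does not report on, pifq R1h and pifq WLc, and H3K9ac differed there too. In pifq R1h, 335 genes were at least 1.5-fold higher than in pifq D and 119 lower. In pifq WLc, 708 genes were higher than in pifq D and 234 lower (75.2% higher, or 624 and 398, 61.1% higher, with quantile normalization). What brings these counts here is that the columns lie outside the paper's comparisons. Each value is pooled, so no test was run on them.

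A first pattern is that the study's own lists hold mostly genes with higher H3K9ac in pifq D, while 48.7% of peaks are higher in pifq D in the deposited values. Over genes with 1 peak, the study's log2 fold changes in pifq D exceed the deposited log2 ratios by a median of 0.205, with an interquartile range of 0.007, so that a constant scaling factor is a candidate explanation of the gap between the 2 sources. Adding the constant brings the share of peaks higher in pifq D to 81.6%. A genome-wide rise of H3K9ac in pifq D cannot be told apart from a scaling factor, because the deposited column totals were scaled to within 2.081% of each other and no spiked-in standard was used here.

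A second pattern is a smaller R1h response in pifq than in wild type. Over the 570 genes with R1h-induced mRNA and a peak, the median log2 change was 0.39 in wild type and 0.21 in pifq, a difference of 0.176. Those genes were chosen on mRNA from separate libraries, which argues against chance values of the wt D column as the whole cause, although mRNA measured in wild type may favour genes that respond there. A constant scaling factor between columns would move induced and repressed genes alike and leave the distance between their medians unaltered. That distance was 0.613 in wild type and 0.281 in pifq, a difference of 0.332, which argues against such a factor as the whole cause. A difference between columns in the range of their signals is not a constant, and this comparison cannot exclude it. Over peaks, the SD was 0.242 in wt D, 0.223 in wt R1h, 0.219 in pifq D and 0.221 in pifq R1h. Quantile normalization changed the higher and lower genes from 806 and 163 to 480 and 327 in wt R1h. In pifq R1h it changed them from 335 and 119 to 313 and 144. The median log2 ratio of pifq R1h to wt R1h of the induced genes was −0.028 (quartiles −0.19 and 0.16), and in pifq D they had a median of 0.12 against wt D. Both values hold on the deposited scale only, since the study's scale for pifq D differs by the constant above and none is known for pifq R1h, so whether H3K9ac of these genes reaches a like level in both genotypes stays open. In the ratio of pifq D to wt D, the induced median exceeded the repressed one by 0.323, and in the ratio of pifq R1h to wt R1h by 0.021, which no constant alters. A biological hypothesis is that the 2 sets of genes are already set apart in dark-grown pifq and so have less left to gain in red light, but the difference between genotypes was not tested across replicates.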

How the results depend on the processing

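No paired analysis was possible because the table holds 1 pooled value per group. For the same reason these alternatives, chosen in advance, were not run: only the 2 groups compared, all 18 libraries, a replicate block, robust variance, no variance trend, leaving out each replicate, FDR limits of 0.01 or of 0.05 with 1.5-fold, count-based tests, an estimated correlation between genes and the genotype-by-light interaction. Pairs below are genes higher/lower, in the order wt R1h, wt WLc, pifq D (each against wt D), pifq R1h and pifq WLc (against pifq D), and the cause was not tested except where the construction gives it.

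A larger pseudocount shrinks every ratio. With 0.358 the counts were 268/39, 817/616, 341/331, 95/3 and 263/26, with 19 LRP-DTGs, and with a pseudocount of 1 they were 26/5, 145/69, 16/28, 1/0 and 17/0, with 6 LRP-DTGs and too few genes for the R1h correlation. With 0.00717, lower genes numbered 247 in wt R1h, 233 in pifq R1h and 389 in pifq WLc.

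Leaving out the peaks with the lowest mean signal gave 295/25, 682/441, 411/242, 98/4 and 189/32. It gave 9 LRP-DTGs of the 28 that keep a peak, and r of 0.979 over 18 LRP-DTGs in R1h. The similarity difference (pifq D to wt WLc minus to wt D) was then 0.135. That difference was 0.112 without peaks at the floor and 0.135 over the peaks with the highest mean signal, against 0.099. Lower genes in pifq R1h numbered 75 without peaks over 1000 bp from a TSS and 65 with the representative peak only. Quantile normalization gave 480/327 in wt R1h, 398 lower genes in pifq WLc and r of 0.836 for the R1h genes. It also put more genes lower than higher in wt WLc (1217/1384) and pifq D (733/935), and the log2 change of LOX2 in wt R1h, at the floor in wt D, reversed to −0.24.

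Of the alternatives added after the data were seen, a 2-fold limit gave 307/34, 741/502, 390/261, 88/14 and 252/38, with 15 LRP-DTGs, since fewer genes reach it. No pseudocount gave 258 lower genes in wt R1h, 247 in pifq R1h and 406 in pifq WLc, and r of 0.804 (R1h) and 0.649 (pifq) for LRP-DTGs. Adding the study's constant to the setting with no pseudocount, so that 2 choices differ, gave 251 lower genes in wt R1h, 2404 higher in wt WLc (1839 with no pseudocount alone) and 2232 higher in pifq D (1313 alone). No constant exists for pifq R1h and pifq WLc, whose 247 and 406 lower genes are those of no pseudocount.

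Spearman's rho was 0.551 for the R1h genes and 0.833 and 0.690 for LRP-DTGs in R1h and pifq. The median distance to the nearest TSS was 4 bp from the nearest peak edge and 413.5 bp with protein-coding genes. Of the counts, correlations and other main values, 165 stayed within their limits under the alternatives chosen in advance and 51 moved. For named genes, 4094 values stayed, 401 moved and 1 reversed. Signals near the floor set the limit of small values.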

Differences from the paper's values

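The paper's counts use an FDR of 0.05 by DiffBind without a fold limit, and the counts here use a 1.5-fold limit on pooled values without a test, so the thresholds differ. This also holds for the 31 LRP-DTGs found here beyond 1.5-fold in wt R1h or pifq D. For pifq D, the paper gives 7089 genes with higher H3K9ac and 1041 were found here. For wt WLc, the paper gives 6797 higher and 2505 lower, and 1571 and 1263 were found here. None of the alternatives run, planned or added, came within 1.5 times these 3 paper values, the nearest being 2232 and 2404 higher with no pseudocount and the study's constant, chosen after seeing the values, and 1455 lower with no pseudocount, also added. For wt R1h, the paper gives 327 lower genes and 163 were found here. Of the alternatives set before the data were examined, a pseudocount of 0.00717 (247) and quantile normalization (327) came within 1.5 times the paper's value, and the other pseudocounts, scalings, filters and the representative peak did not. Of those chosen after seeing the values, no pseudocount (258) did, also with the study's constant added (251). The paper gives 995 higher genes in wt R1h, against 806 here, 1010 with a pseudocount of 0.00717 and 480 with quantile normalization. Quantile normalization thus met the paper's count of lower genes but moved away from its count of higher genes. By the study's own fold changes, 822 of the 1322 genes in its R1h list reach 1.5-fold, so such a limit drops the rest.

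The paper's correlation of H3K9ac and mRNA fold changes for R1h genes is 0.67, and 0.746 was found here over 89 genes, a set smaller than the one plotted in the paper's Supplementary Figure 4. Changed one at a time, none of the alternatives set before the data were examined gives the paper's value (0.551 to 0.836), and no pseudocount, the scale of the study's fold changes and chosen after seeing the values, gives 0.666 over 123 genes. For LRP-DTGs in R1h the paper's value is 0.81 and 0.920 was found here. For LRP-DTGs in pifq the paper's value is 0.68 and 0.826 was found here. The legend of the paper's Supplementary Figure 5 names a 2-fold limit, while the 37 and 40 genes used here are those with any H3K9ac value of the study, so the gene sets differ. Changed one at a time, no alternative chosen in advance gives either value after rounding, with Spearman's rho nearest (0.833 and 0.690). With 2 such alternatives changed together, the pifq value is met after rounding by a pseudocount of 0.00717 over all listed genes with a peak (r of 0.681) and by rho with a pseudocount of 0.358 (0.678), and the R1h value by none, the nearest being 0.819, rho without peaks at the floor. No pseudocount, chosen after seeing the values, gives 0.804 and 0.649.

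Over genes with 1 peak in the parts held of the study's lists, the paper's median log2 fold change is 0.29 for wt WLc and 0.35 for pifq D, and the deposited log2 ratios of the same genes have medians of 0.157 and 0.145. Scaling to equal medians, by TMM factors or to reference genes (0.345 and 0.289) does not give the paper's medians. The study's constant, chosen after seeing the values and taken from these same fold changes, gives 0.288 and 0.351 by construction.

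The paper lists more genes with higher H3K9ac in pifq D than in wt WLc, and here there were fewer (1041 and 1571). In the parts held of the study's lists for pifq D and wt WLc, of 1567 genes with 1 peak listed as higher in pifq D, 37 have a lower deposited signal in pifq D than in wt D, and of 1311 listed as higher in wt WLc, 8 have a lower one. In the R1h list, held in full, there were 0 such genes of 762.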

Other observations

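In pifq, red light for 1 h was accompanied by more H3K9ac at part of the clock genes and at 2 of 9 flavonoid genes with a peak. PRR9 had a signal of 0.060 in pifq D and 0.765 in pifq R1h, a log2 change of 2.67, and the clock genes LHY and LNK2 had 0.82 and 0.77. Over 25 clock genes the median was 0.30, with 7 higher and 0 lower. F3H and FLS1, of flavonol synthesis, had 1.94 and 1.16, and the flavonoid list had a median of 0.38, with 7 of its genes within 1.5-fold. The carboxylesterase gene CXE13 had 1.35, the glucosyltransferase gene UGT74E2 1.36 and the photoprotection genes ELIP1 and ELIP2 0.97 and 0.96. HY5 was higher by 0.58. The light-harvesting genes had a median of 0.15 in pifq R1h, with 0 of 21 beyond 1.5-fold. Lower genes included XTH19 (−0.84), of the cell wall, ACS5 (−0.82), of ethylene synthesis, and IAA6 (−0.66). Genes 1.5-fold higher in R1h in both genotypes numbered 258, where independent lists would share 15.3 if every gene were equally likely to pass. Peaks with little signal passed more often, so 15.3 is too low an expectation. Without the peaks with the lowest mean signal, 295 genes were higher in wt R1h and 98 in pifq R1h. The log2 changes of the 2 genotypes had r of 0.632 over peaks.

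In pifq WLc against pifq D, MYB12, an activator of flavonol genes, was at the floor in pifq D and had a signal of 1.101 in pifq WLc. ELIP2 had 0.078 in pifq D and 0.571 in pifq WLc. F3H was higher by 1.92, FLS1 by 1.73 and the bZIP gene HYH by 0.79. The flavonoid list had a median of 0.75 with 6 of 9 genes higher, and the light-harvesting list 0.21 with 4 of 21 higher. ACS5 had −1.27, IAA6 −0.94, SAUR19 −0.90 and ABI5, of abscisic acid responses, −0.72. Auxin genes had a median of −0.11, with 5 lower and 1 higher. Most LRP-DTGs with a peak differed by less than 1.5-fold in the light in pifq. In pifq R1h, the light-induced group had a median of 0.42, with 5 of 17 at least 1.5-fold higher. The light-repressed group had −0.24, with 3 of 34 at least 1.5-fold lower. In pifq WLc the medians were 0.21 and −0.27, with 5 of 17 higher and 6 of 34 lower.

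Other lists describe cell types and handling. In pifq R1h, the 7 root markers had a median of 0.06 and 0 beyond 1.5-fold, and the 3 stomatal lineage markers had 0.08. The list for heat, touch and wounding had a median of −0.26 in pifq D against wt D (percentile 0.17), about as low as the shade and ethylene lists, and 0.11 in pifq R1h against pifq D (percentile 99.6), and its member HSP18.2, a small heat shock protein gene, was higher by 1.17 in wt R1h and 1.01 in pifq R1h. Of 21 seed maturation genes, 3 have a peak. In wt WLc, 1 of these was higher and 1 lower.

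Of 18 histone acetyltransferase and deacetylase genes, 0 were beyond 1.5-fold in wt R1h and 2 were higher in wt WLc, HAF2 and HD2A (0.61). HAG1, HDA19 and HDA15 had signals of 1.024, 0.788 and 0.740 in wt D and 1.022, 0.838 and 0.686 in wt R1h. Of 9 reference genes, 0 were beyond 1.5-fold in any of the 5 comparisons. TUB1, the reference of the quantitative PCR, had a log2 change of −0.49 in wt WLc, and PP2AA3 had 0.11.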
